# Polydatin Inhibits Hepatocellular Carcinoma Cell Proliferation and Sensitizes Doxorubicin and Cisplatin through Targeting Cell Mitotic Machinery

**DOI:** 10.3390/cells12020222

**Published:** 2023-01-04

**Authors:** Umar Farooq, Hao Wang, Jingru Hu, Guangyue Li, Shah Jehan, Jinming Shi, Dangdang Li, Guangchao Sui

**Keywords:** polydatin, anticancer activity, hepatocellular carcinoma, synergism, differential gene expression, cell mitosis

## Abstract

Polydatin (PD) is a natural compound with anticancer activities, but the underlying mechanisms remain largely unclear. To understand how PD inhibited hepatocellular carcinoma (HCC), we studied PD treatments in HCC HepG2 and SK-HEP1 cells, and normal liver HL-7702 cells. PD selectively blocked the proliferation of HCC cells but showed low toxicity in normal cells, while the effects of doxorubicin (DOX) and cisplatin (DDP) on HCC and normal liver cells were opposite. In the cotreatment studies, PD synergistically improved the inhibitory activities of DOX and DDP in HCC cells but alleviated their toxicity in HL-7702 cells. Furthermore, RNA-seq studies of PD-treated HepG2 cells revealed multiple altered signaling pathways. We identified 1679 Differentially Expressed Genes (DEGs) with over a 2.0-fold change in response to PD treatment. Integrative analyses using the DEGs in PD-treated HepG2 cells and DEGs in a TCGA dataset of HCC patients revealed five PD-repressed DEGs regulating mitotic spindle midzone formation. The expression of these genes showed significantly positive correlation with poor clinical outcomes of HCC patients, suggesting that mitotic machinery was likely a primary target of PD. Our findings improve the understanding of PD’s anticancer mechanisms and provide insights into developing effective clinical approaches in HCC therapies.

## 1. Introduction

Liver cancer is the fifth most common malignancy in humans, and the third most common cause of cancer-related human death globally [1,2]. Hepatocellular carcinoma (HCC) generally arises because of hepatitis and cirrhosis, which accounts for 80–90% of primary liver cancers [3]. Due to its immunosuppressive features, unique metabolic environment and anatomical position, the liver may often be colonized by metastatic tumor cells from adjacent organs, especially the colon [4]. The majority of HCC patients are subjected to palliative care, and curative approaches are used for approximately 30–40% of the cases [5]. Surgical resection and liver transplantation are considered the most effective treatments for liver cancers; however, in most cases, liver cancer patients are diagnosed in their late stages and only 15% can benefit from currently available treatments [6]. Chemotherapy is not considered useful for patients with cirrhosis and major resections [2]. Therefore, it is necessary to develop novel chemotherapeutics to efficiently treat liver cancer patients with reduced toxicity and side effects.

Doxorubicin (DOX) is an anthracycline antibiotic and is used for the treatment of several types of cancers, such as hematological malignancies, liver cancer and several other solid tumors [7]. Due to the onset of dose-dependent and irreversible cardiac toxicity, the clinical utility of DOX is limited [8,9]. It predisposes patients to a high risk for congestive heart failure and increases the mortality rate in cancer survivors from cardiovascular diseases [10]. Similarly, cisplatin (DDP) is an anticancer drug used in the treatment of a broad spectrum of malignancies, such as lymphoma, lung, ovarian and bladder cancers [11,12]. Unfortunately, its clinical use is also restricted as it has severe adverse effects similar to many other therapeutics, and often develops resistance with time [13,14]. It manifests various adverse effects in patients, including neurotoxicity, cardiotoxicity, nephrotoxicity and hepatotoxicity in a dose-dependent manner [15].

Polydatin (PD), also known as piceid, is a natural compound mainly found in the roots of the perennial herb *Polygonum cuspidatum* and grapes [16]. Due to PD’s economic cost and low toxicity to vital organs, research efforts have been made to explore its therapeutic activity and anticancer mechanisms [17]. PD is linked to a wide range of activities in cell and animal models, including anticancer effects and protective actions [18]. It can inhibit cancer cell proliferation and tumor growth and induce apoptosis and cell cycle arrest in a variety of malignant cell types, including breast, lung, liver, ovarian and colorectal cancers [19,20,21,22,23]. PD-based cream also has curative effects to skin rashes of cancer patients under the treatments of EGFR inhibitors and improves their life quality [24]. PD is considered as a mitochondrial protector and promotes fatty acid metabolism in animal models [25,26]. Furthermore, PD has been implicated in the induction of mitochondrial oxidative stress and can counteract 5-flurouracil resistance in colon cancer [27].

Despite the current knowledge about the inhibitory and antiproliferative activity of PD against various cancers, the molecular pathways and essential genes modulated by the anticancer effects of PD remain mostly unclear. In the current study, we determined the anticancer activities of PD against HCC and evaluated the combinatorial treatments of PD with DOX and DDP in HCC cells and normal cells. RNA-seq studies were also conducted to explore the altered signaling pathways and essential genes in PD-treated HepG2 cells, followed by the integrative analyses of the data with those of the differentially expressed genes (DEGs) in a TCGA dataset.

## 2. Materials and Methods

### 2.1. Cell Culture and Reagents

HCC HepG2 and SK-HEP1 cells and human normal liver HL-7702 cells were purchased from the Institute of Biochemistry and Cell Biology (Shanghai, China). SK-HEP1 and HepG2 cells were cultured in MEM medium, and HL-7702 was cultured in RPMI-1640 medium, both of which were supplied with 1% penicillin/streptomycin and 10% fetal bovine serum (FBS) at 37 °C in an atmosphere containing 5% carbon dioxide. PD (95%; Cat# 15721), DOX (≥98%; Cat# D1515) and DDP (≥99%; Cat# P4394) were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### 2.2. Cell Viability Assay

Cell proliferation was examined by WST-1 assay. Briefly, 5 × 10^3^ cells/well were seeded in 96-well plates and incubated overnight. PD, DOX and DDP were individually dissolved in DMSO. In all treatments, DMSO was used as a vehicle control, and the volume of each drug was kept below 0.5% (*v*/*v*) of the culture medium. Cells were seeded in the 96-well plates, cultured overnight, and treated with various concentrations of PD, DOX and DDP. The doses of DOX and DDP were previously described [5,28]. Their concentrations used in the treatments were PD (50, 100, 200, 250, 300 µM) in combination with DDP (2.5, 5, 10, 20, 30 µM) or DOX (0.06, 0.125, 0.25, 0.5, 2.1 µM). The cells were treated for 48 h and then 10 µL of WST-1 reagent (Roche, Indianapolis, IN) was added to each well, followed by incubation at 37 °C for 3 h and then measurement of the absorbance at 450 nm using a microplate reader (Molecular Devices, LLC.). Based on the OD_450 nm_, the viability of cells in each well was evaluated and normalized against the control group. The half maximal inhibitory concentration values (IC_50_) were determined using GraphPad Prism 8.

### 2.3. Transwell Assay

One hundred µL of HepG2 cells with a density of 1 × 10^6^ cells/mL supplied with DMSO, 300 or 600 μM was added on top of the filter membrane in a transwell insert (cat# 3422, Corning), and 600 μL of the complete MEM medium containing 10% of FBS was added into the bottom of the lower chamber in a 24-well plate. After 48 h of culture, the transwell inserts were taken out from the plate and cotton-tipped applicators were used to carefully remove the medium and remaining cells that did not migrated through the top of the membrane. The cells that penetrated the membranes were fixed by 600 μL of 70% methanol for 15 min and then stained by 600 μL of 0.2% crystal violet for 10 min. After being washed and dried, the membranes were examined using an inverted microscope and imaged. ImageJ software was used to evaluate the number of penetrated cells in different fields of view for each treatment.

### 2.4. Evaluation of the Phenotypic Effect of Cotreatment

Combinatorial treatments were designed to determine the inhibition of PD in combination with DOX or DDP in HCC cells. The combination index (CI) for each treatment was determined, and the data were visualized on an isobologram according to previously reported methods [29,30]. For the analysis of PD and DDP cotreatment, cells were cotreated with different concentrations of PD and DDP, followed by IC_50_ calculation. For isobologram analysis, the IC_50_ values were organized so that PD was point A on the Y-axis and DDP on the X-axis. A line was drawn between the two points from the Y-axis to the X-axis. Each point in the isobologram corresponded to an IC_50_ value. The points above, on or beneath the line represent the antagonistic, additive, and synergistic effects, respectively. Data for the PD and DOX cotreatment were generated following the same procedure.

### 2.5. Cell Apoptosis Assay

Apoptosis assays were conducted as previously described [5,28]. First, the cells were seeded in 12-well plates and cultured overnight, followed by the treatments of PD, DOX and DDP alone or in combination, with DMSO as a control. After 48 h of the treatments, the cells were harvested by trypsinization, washed by and resuspended in cold PBS, and stained with 10 µg/mL of propidium iodide (PI) and 10 µg/mL of Annexin V-FITC for 10 min using an Apoptosis Detection Kit (Cat# A211-02, Vazyme Biotech Co. Ltd., Nanjing, China). A flow cytometer (AcuriC6, BD Biosciences, CA) was used to analyze the percentage of apoptotic cells.

### 2.6. RNA Isolation, Transcriptome Analysis and RT-qPCR

HepG2 cells were cultured in 10-cm plates in MEM medium. After 48 h, cells in the logarithmic growth phase were replated in 10 cm plates at a density of 1 × 10^6^ per plate and cultured overnight. The plates were then randomly divided into the control and treatment groups with three dishes in each group: control 1, 2, 3 (C1, C2, C3), and treatment 1, 2, 3 (T1, T2, T3). The cells, at about 80% confluence, were treated with DMSO and 300 μM of PD, respectively, for 24 h, followed by total RNA extraction using the Trizol reagent.

The sequencing libraries were prepared using NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (#E7530L, NEB, Ipswich, MA, USA) following the manufacturer’s recommendations, and index codes were added to attribute the sequences to each sample. The library preparations were sequenced on an Illumina platform, and 150 bp paired-end reads were generated. Sequencing reads were aligned to the reference genome (hg38) using HISAT2 (v2.1.0). The read count for each gene in each sample was determined by HTSeq (v0.6.0), and FPKM (Fragments Per Kilobase Million Mapped Reads) was then calculated to estimate the expression levels of the genes in each sample. The DESeq2 package method was used for screening differentially expressed genes. RNA samples were also analyzed by reverse transcription and quantitative PCR (RT-qPCR) following a standard procedure. Briefly, in a reverse transcription reaction, 1 µg of total RNA and 10 pmol/µL of poly (dT) primer were mixed and incubated at 65 °C for 5 min, followed by the incubation at 4 °C for 2 min. The samples were then immediately transferred to 42 °C and incubated for 30 min, followed by incubation at 4 °C. In the qPCR analyses, LightCycler480 SYBR Green PCR Master Mix was mixed with gene-specific primers and the reaction was carried out using a Roche Lightcycler 480. The data of each gene were normalized against β-actin.

### 2.7. GO/KEGG Enrichment Analysis of the RNA-Seq Data

The differentially expressed genes were screened from the RNA-seq data of HepG2 cells treated with PD. Gene symbols were converted into Entrez ID using the org.Hs.eg.db Bio-conductor R package. GO and KEGG enrichment analyses were performed using the clusterProfiler (v4.2.2) package [31]. The pie chart visualizations and heatmaps of DEGs were generated using ggpubr and pheatmap packages, respectively. The line chart was plotted using ggplot2 package according to the FPKM data of the dataset.

### 2.8. Western Blot Analysis

HepG2 cells treated by PD were washed with ice-cold PBS and lysed in a protein lysate buffer. Protein concentrations were determined using the Bradford protein method. Protein samples (20 μg) were resolved by SDS-PAGE and transferred to nitrocellulose membranes. The membranes were blocked for 1 h at room temperature using 5% nonfat milk in TBST and incubated with a specific primary antibody in TBST overnight at 4 °C. After three washes by TBST, the membranes were incubated with a secondary antibody for 1 h at room temperature, and the immunoreactive bands were visualized using an ECL kit (Tanon, Shanghai, China).

### 2.9. Immunostaining to Visualize Cell Mitosis

HepG2 cells cultured on coverslips were treated by DMSO, 300 or 600 µM of PD for 48 h, washed once by PBS that was prewarmed at 37 °C, and then fixed in 4% paraformaldehyde for 15 min, followed by PBS wash twice. The cells were treated by a permeabilization buffer at room temperature for 15 min in total with gentle shaking, and the buffer was replaced by fresh permeabilization buffer every 5 min. After three five-min washes by PBS with gentle shaking, the cells on the coverslips were incubated with a blocking buffer containing 4% BSA in PBS for 10 min, and then incubated with primary antibodies at 4 °C overnight. After three 15-min washes by PBS and 10 min of blocking, the cells were incubated with a secondary antibody at 37 °C for 1 h. The coverslips finally underwent three 15-min washes by PBS followed by the addition of DAPI. In the inspection of mitotic cells, an AURKB antibody (cat# ab70238, Abcam, Hong Kong, China) was used to detect the positions of kinetochores, an α-tubulin antibody (cat# T6074, Sigma-Aldrich, St. Louis, MO, USA) was used to visualize the microtubules of spindles, and DAPI was used to detect the nuclei. The images were captured by a Leica TCS SP8 STED 3X confocal microscope.

### 2.10. Survival Analysis

The survival data of 369 liver cancer patients of the TCGA-LIHC dataset were obtained from the TCGA database [32]. The clinical data files with the gene expression profiles were processed using DESeq2 correction and merged. The patient data were divided into two groups of high and low gene expression levels, and *p*-value was calculated for these genes to plot the survival curves. The data were visualized using the R survival package based on the *p*-values of gene expression. The survival data of the patients from the TCGA database were used for Cox multiple factor analysis using the survival package of the R software. Afterwards, the Cox function was applied to the construction of the model, the riskScore function was used to mark patients’ survival, and the samples were categorized into high and low risk as the input (RISK). The Survidiff function was used for analyzing the input, which was then processed by the Fit Proportional Hazards Regression Model, and a multiple factor survival curve was drawn. The Receiver Operating Characteristic (ROC) and the Area Under the Curve (AUC) of the RISK were calculated using the survivalROC package of the R software.

### 2.11. Statistical Analysis

All the experiments were performed three times, and the data represent the mean ± standard deviation. R 4.1.2 was used for transcriptome data analysis. Cytoscape software was used for the gene network analysis. A student t-test and one way ANOVA were performed for quantitative analysis using GraphPad Prism 8 (GraphPad, San Diego, CA). A *p*-value less than 0.05 was considered as significant. The criterion for statistical significance was indicated by asterisks (* as *p* < 0.05, ** as *p* < 0.01, *** as *p* < 0.001 and **** as *p* < 0.0001) in the figures.

## 3. Results

### 3.1. PD Exhibited Selective Inhibition against HCC Cells versus Normal Liver Cells

We tested the inhibition of PD, DOX and DDP (Figure 1A) against cancerous (HepG2 and SK-HEP1) and normal (HL-7702) hepatic cells. According to the description of the ATCC (American Type Culture Collection), both HepG2 and SK-HEP1 are cancerous hepatic cell lines that have been used in a wide range of liver cancer studies [33], while HL-7702 is a normal hepatic cell line [34]. All three molecules could reduce the viability of these hepatic cells in a dose-dependent manner (Figure 1B). PD inhibited the proliferation of hepatocellular carcinoma HepG2 and SK-HEP1 cells with IC_50_ values of 361.20 and 393.00 μM, respectively, but displayed much reduced inhibition to the growth of the normal liver HL-7702 cells (IC_50_ = 872.00 μM). On the other hand, DOX and DDP exhibited significantly higher inhibition to HL-7702 cells than that to HepG2 and SK-HEP1 cells (IC_50_ = 0.41 versus 1.32 and 1.22 μM, respectively, for DOX, and IC_50_ = 13.30 versus 44.16 and 25.46 μM, respectively, for DDP) (Figure 1B and Table 1). Based on the relative IC_50_ values, the natural compound PD could selectively kill hepatic cancer cells, but DOX and DDP exhibited strong toxicity against normal liver cells. We also examined whether the PD could affect the migration of the HCC cells. In a transwell assay, PD-treatment could significantly reduce the migration of HepG2 cells (Figure 1C).

### 3.2. PD’s Combination with DOX and DDP Exhibited Synergistic Inhibition to HCC Cells

We analyzed the chemotherapeutic activity of PD in combination with DOX or DDP in HCC cells to explore its potential application in cancer therapies. To determine whether PD could enhance the effectiveness of DOX or DDP against HCC cells, we used subtoxic concentrations of DOX or DDP in combination with PD to treat HepG2, SK-HEP1 and HL-7702 cells (Figure 2 and Table 1). In the combinatorial treatments, we used 50, 100, 250 and 300 µM of PD, together with different concentrations of DOX or DDP. In the presence of PD, both DOX and DDP exhibited significantly decreased IC_50_ values in HepG2 and SK-HEP1 (Table 1), suggestive of their improved inhibitory effects on HCC cells in the presence of PD. For instance, in HepG2 cells cultured in the medium containing 300 µM of PD, compared to the individual treatments, DOX and DDP displayed dramatic decreases of their IC_50_ values (DOX: from 1.32 to 0.12 µM, reduced by 11.0-fold, and DDP: from 44.16 to 2.02 µM, reduced by 21.9-fold); in the SK-HEP1 cells, the presence of 300 µM of PD could also significantly decrease the IC_50_ values of DOX (from 1.22 to 0.39 µM, reduced by 3.1-fold) and DDP (from 25.46 to 4.36 µM, reduced by 5.9-fold) (Table 1). On the other hand, in HL-7702 cells with 300 µM of PD, the IC_50_ fold changes versus individual treatments of DOX (from 0.41 to 0.45 µM, reduced by 0.9-fold) and DDP (from 13.3 to 5.65 µM, reduced by 2.4-fold) were much less than those of the same conditions in the two HCC cell lines. These results strongly indicated that PD could significantly potentiate the inhibitory activity of DOX and DDP in HCC cells.

Using the isobologram and combination index (CI) methods, we analyzed whether there was any synergism in the combination of PD with DOX or DDP. In the isobologram analyses, the IC_50_ values of PD at a constant concentration of 50, 100, 200, 250 or 300 µM combined with different levels of DOX or DDP were obtained.

In HepG2 and SK-HEP1 cells, the IC_50_ data were generally plotted below the lines between the IC_50_ values of the two individual drug treatments on the two axes (Figure 2A,B), indicating that PD combination with either DOX or DDP was synergistic in the two HCC cell lines. However, when tested in HL-7702 cells, most IC_50_ values of combinatorial treatments appeared on or very close to the lines, indicating that the cotreatment of PD with DOX or DDP had additive effects on the normal liver cells (Figure 2C). Using the data of isobologram analyses, we also calculated the combination index (CI) values of the combinatorial treatments (Table 2). Consistent with the results of the isobologram analyses, most of the CI values generated by the combinatorial treatments of PD with DOX or DDP in the two HCC cell lines were much less than 1.0, suggesting synergistic effects of these cotreatments, while the CI values of these combinations in HL-7702 cells were close to or larger than 1.0, implicating additive inhibitory effects (Table 2).

### 3.3. PD Enhanced DOX- and DDP-Induced Apoptosis in HCC Cells

DOX and DDP are generic chemotherapeutics for cancer patients, but their significant side effects have restricted their clinical applications. Because we observed that PD could potentiate the anticancer activity of DOX and DDP, we further determined whether their cotreatments could facilitate the apoptosis of HCC cells and if PD could reduce the adverse effects of the two chemotherapeutics on normal liver cells.

For these purposes, we analyzed apoptotic rates of cells treated by PD (300 µM), DOX (0.2 and 1.5 µM, designated as DOX_L_ and DOX_H_, respectively) and DDP (5 and 30 µM, designated as DDP_L_ and DDP_H_, respectively) either individually or combinatorially. The treatments were designed as PD (300 µM), DOX_L_, DOX_H_, DDP_L_ and DDP_H_ alone, and the combinations of PD with DOX_L_ and DDP_L_, (PD + DOX_L_ and PD + DDP_L_, respectively) with DMSO as a control. After 48 h of the treatments, the cells in each group were collected and stained by Annexin V-FITC and PI reagents, which can stain the cells at early and late stages of apoptosis, respectively. The apoptotic rate of the cells in each group was examined by fluorescence activated cell sorting (FACS) analysis.

In HepG2 and SK-HEP1 cells, the combined treatments of PD with DOX_L_ or DDP_L_ showed significantly higher apoptotic rates than those of the individual DOX_L_ and DDP_L_ treatments (Figure 3B,C). On the other hand, in HL-7702 cells, these cotreatments could markedly reduce the apoptotic rates compared to treatments of DOX_L_ or DDP_L_ alone (Figure 3A). Importantly, in both HepG2 and SK-HEP1 cells, PD sensitized the cells to DOX_L_, and PD + DOX_L_ cotreatments showed apoptotic rates comparable to those of DOX_H_ treatments. Similarly, PD + DDP_L_ cotreatments achieved higher apoptotic rate than that of DDP_H_ treatment in SK-HEP1 cells, while PD could still enhance the apoptotic rate of DDP_L_ in HepG2 cells to an extent lower than that of DDP_H_ (Figure 3B,C). In HL-7702 cells, the two cotreatments only caused about 50% and 70% apoptotic cell death of the corresponding individual treatments (Figure 3A). These data suggested that PD could greatly potentiate the activity of DOX and DDP at their subtoxic dosages in promoting HCC cell apoptosis, but significantly alleviate the toxicity of the drugs in normal liver cells.

### 3.4. Analyses of PD-Induced Differential Gene Expression in HepG2 Cells

To determine the differential expression of genes induced by PD treatment, we used 300 µM of PD or DMSO to treat HepG2 cells for 24 h, extracted the total RNAs, and employed RNA-seq to analyze the transcript profiles. 

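HepG2 is an established human cell line that grew from a liver cancer, and PD is a plant compound that was dissolved in DMSO, so cells given DMSO alone were the control. RNA from 3 dishes treated with PD and 3 dishes treated with DMSO for 24 h was sequenced, with 1 library per dish. The paper gives the dose of PD as 300 µM, whereas the labels of the deposited samples give 336 µM. The authors selected poly(A) RNA, aligned the paired-end reads to hg38 with HISAT2, counted them on genes with HTSeq, and deposited the resulting FPKM, which are the fragments counted on a gene relative to its length and to the total of its library. The table lists 28563 genes by Ensembl identifier, of which 28161 have a symbol in GENCODE release 44. In FPKM made from whole counts, each value is a whole multiple of what 1 fragment of that gene is worth, and the fragments behind the values could be worked back for all 28563 genes. The library totals that these steps give were 17274927, 16763318 and 17107551 fragments for DMSO replicates 1, 2 and 3, and 18071632, 17528390 and 16308476 fragments for PD replicates 1, 2 and 3. The groups therefore had about the same depth, with a median of 17107551 fragments in DMSO and 17528390 in PD. At this depth, between 13468 and 13858 genes had under 10 fragments in a library, and their fold changes are imprecise.
Differential expression was tested with limma on log2(FPKM + 1) for the 14400 genes with a mean of at least 0.5 FPKM over the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method over these genes. A gene was called a DEG at an adjusted p of at most 0.05 and a change of at least 2-fold, as in the paper. The pseudocount of 1 understates the change of genes with low FPKM, so fewer of them reach 2-fold on this scale. No pair of libraries in a group was a duplicate, because the chi-square statistic of their fragments was 2.29 to 3.78 per gene within groups, where sampling noise alone gives about 1, and it was 52.5 to 61.1 between a PD and a DMSO library. Of 20 genes typical of hepatocytes, listed before the values were seen, 12 were analysed, and CPS1 and RBP4 were those that reached 1 FPKM in any library. No reference library of HepG2 was used, so these values leave the identity of the cells open. The name HepG2 is used in what follows as the labels give it.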

The obtained dataset encompassed the expression of all Poly(A)-containing RNAs, including mRNAs. Therefore, we first analyzed all significantly and differentially expressed genes (designated as DEGs) that showed either up- or down-regulated expression in HepG2 cells treated by PD versus DMSO. 

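Of the 14400 genes tested in PD-treated against DMSO-treated cells labelled HepG2, 8368 had an adjusted p of at most 0.05 (limma), 4588 of them higher and 3780 lower in PD. With the 2-fold threshold added, 520 were DEGs, including 294 upregulated (56.5%) and 226 downregulated genes. At the adjusted p alone, upper quartile scaling gave 4167 higher and 4264 lower genes, and median-of-ratios scaling gave 4259 and 4146. Both scalings were chosen after seeing the data, and the excess of higher genes depended on them. In 516 of the 520 DEGs, the 3 PD libraries lay all above or all below the 3 DMSO libraries. Over all tested genes this held for 9424 (65.4%), where chance gives 10%. The number of DEGs depended most on how low values and the fold change were handled, with 1735 from limma voom on the fragments worked back from FPKM and 101 when limma tested for a change beyond 2-fold, both of which were chosen after seeing the data. When each library was left out in turn, between 511 and 561 DEGs were called.
Among the DEGs whose groups did not overlap and whose higher group had a mean of at least 10 FPKM, the largest fall on the FPKM + 1 scale was that of EDN1, which encodes the peptide endothelin 1 and lies on chromosome 6 of GRCh38 from 12290361 to 12297194. EDN1 had 24.8 ± 2.58 FPKM (SD, n = 3) in DMSO and 2.75 ± 0.183 FPKM (SD, n = 3) in PD. Its log2 fold change was -2.78, with a standard error of 0.08 and an adjusted p of 1.7e-06 from limma. The next largest falls were those of MIR4635 (-2.39), EFNA1 (-2.37), OLR1 (-2.25) and TNFAIP3 (-2.05). MIR4635 lies inside SLC12A7 on the same strand, so its fragments are uncertain, and an antisense gene, WAKMAR2, overlaps exons of TNFAIP3. The largest rise on this scale was that of NPTXR, on chromosome 22 from 38818452 to 38844028, from 1.69 ± 0.233 FPKM (SD, n = 3) in DMSO to 10.8 ± 0.737 FPKM (SD, n = 3) in PD. Its log2 fold change was 2.13, with a standard error of 0.08 and an adjusted p of 3.2e-06 from limma. HES6 (2.12), RIMS4 (1.91), IDH2 (1.87) and ZCCHC24 (1.83) followed, and exons of RIMS4 and ZCCHC24 overlap genes on the opposite strand.

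**Figure D1:**
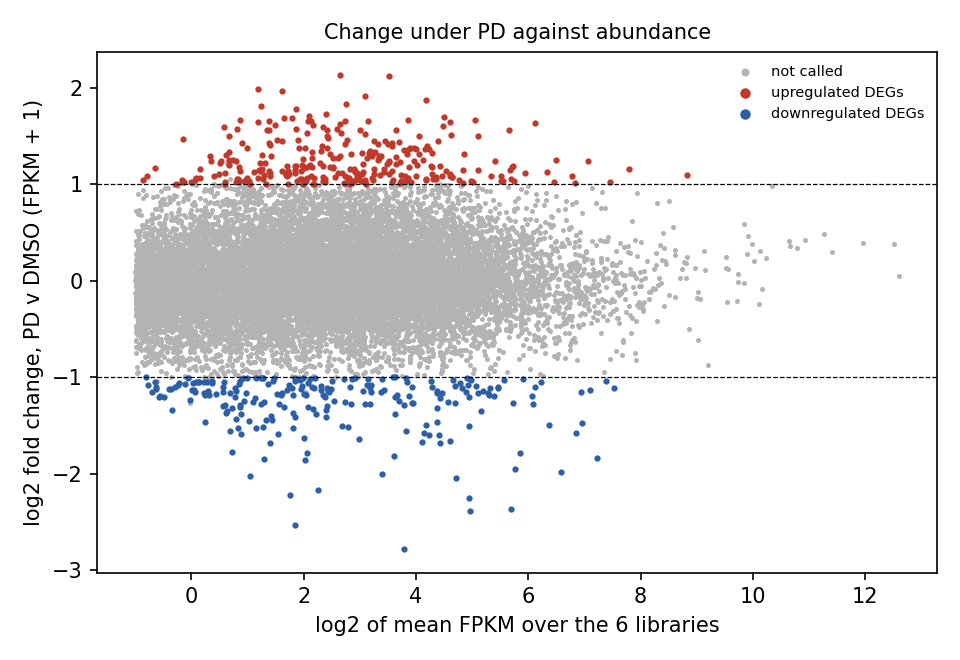
Change of each of the 14400 tested genes under PD (vertical axis, log2 fold change on the FPKM + 1 scale) against its abundance (horizontal axis, log2 of the mean FPKM over the 6 libraries). Red and blue points are the 294 upregulated and 226 downregulated DEGs, grey points are the other genes, and dashed lines mark a 2-fold change.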

After analyzing the data by the DESeq2 method with the 2.0-fold change (FC) as a threshold and a false discovery rate (FDR) of ≤0.05, we discovered a total of 1679 differentially expressed genes with 960 (57.18%) upregulated and 719 (42.82%) downregulated (Figure 4A). The RNA-seq dataset in this study is available in the Gene Expression Omnibus (GEO), with access number GSE207282. In the following analyses, we focused on the studies of these DEGs caused by the PD treatment.

KEGG is a major public database to analyze signaling pathways, and thus can be used to reveal the most important signal transduction and biochemical metabolic pathways involving DEGs. Therefore, we employed KEGG pathway enrichment analysis to determine the changes of key signaling pathways in PD-treated HepG2 cells versus DMSO controls. 

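The members that Table S1 lists for each KEGG pathway were looked up in the 6 libraries. The study chose these genes on the same libraries, so the counts that follow are a recount and not independent evidence. Of 24 members of the HCC set, 18 passed the 0.5 FPKM minimum and 11 were called, 7 of them upregulated and 4 downregulated. The TNF signaling pathway had 19 members, of which 13 were tested and 9 were called, all of them downregulated. At an adjusted p of at most 0.05 without the 2-fold threshold, 10 of the 13 were lower and 3 were higher in PD. For the Hippo signaling pathway, 20 of 25 members were tested, and 5 were called as upregulated and 4 as downregulated. All 5 tested members of the steroid biosynthesis pathway, out of 6 listed, were upregulated DEGs, with a median log2 fold change of 1.14. In these 4 pathways every tested member had an adjusted p of at most 0.05 (limma), including those whose change was under 2-fold. A pseudocount of 0.1 called 18 members of the HCC set, 13 of the TNF set, 18 of the Hippo set and 5 of the steroid biosynthesis set. With voom on fragments, which keeps more genes of low FPKM and was chosen after seeing the data, 24 members of the HCC set (17 up and 7 down), 16 of the TNF set (4 up and 12 down), 25 of the Hippo set (15 up and 10 down) and 6 of the steroid biosynthesis set (5 up and 1 down) were called.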

Based on the numbers and corrected *p*-values of these DEGs, which were adjusted by the Bonferroni correction, the DEGs in PD-treated HepG2 cells were significantly enriched in the hepatocellular carcinoma (HCC) set, TNF signaling pathway, Hippo signaling pathway, steroid biosynthesis pathway, etc. (Figure 4B). The gene names are shown in Supplementary Table S1.

We also used comprehensive GO enrichment analysis to determine the functions of the DEGs and their associated biological processes altered in the PD-treated HepG2 cells. The DEGs were put into three independent GO categories, and the functional enrichments were evaluated at corrected *p*-value ≤ 0.05, which was adjusted by the Bonferroni correction. The top 10 most enriched GO terms from each category are presented in Figure 4C, and the gene names are shown in Supplementary Table S2. 

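For the Biological Process terms of Table S2, the members named there were counted again in the same way. Negative regulation of cell growth had 30 members, of which 24 were tested, and 9 were upregulated and 2 downregulated DEGs. The wider term, negative regulation of growth, had 39 members, with 31 tested and 14 called, 11 of them upregulated. Of 24 members of negative regulation of developmental growth, 20 were tested and 6 called. Regulation of chemotaxis had 35 members, of which 27 were tested, with 10 upregulated and 4 downregulated DEGs. The cytokine-mediated signaling pathway was the largest of the Biological Process terms, with 53 members and 41 tested, and its DEGs went both ways, 9 upregulated and 11 downregulated. Without the 2-fold threshold, 22 of its members were higher and 19 lower, and voom on fragments called 27 as upregulated and 19 as downregulated. In each of these terms all tested members had an adjusted p of at most 0.05 (limma). More of them reached 2-fold with a pseudocount of 0.1, where 21, 28, 18, 26 and 39 members were called in the order given, and voom on fragments, chosen after seeing the data, called 28, 36, 22, 32 and 46.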

In the Biological Process (BP) category, the DEGs in PD-treated HepG2 cells were significantly enriched in the negative regulation of several processes, including negative regulation of cell growth, cell growth and developmental growth, as well as chemotaxis, cytokine-mediated signaling pathways, etc. In the Cell Component (CC) category, the DEGs were enriched in the GO terms of growth cone, different components related to neuronal development, etc. 

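In the growth cone term, 16 of 22 members listed in Table S2 were tested, and the 6 that were called were all upregulated. The distal axon term had 33 members with 22 tested, and its 7 DEGs were upregulated as well. Without the 2-fold threshold, 14 growth cone and 20 distal axon members were higher and 2 of each were lower at an adjusted p of at most 0.05 (limma). For perikaryon, the cell body of a neuron, 13 of 25 members were tested and 3 were called. The dendritic spine term had 23 members, of which 13 were tested and 2 called. Many members of these neuronal terms had low FPKM, with 12 of the 25 perikaryon members and 10 of the 23 dendritic spine members under the 0.5 FPKM minimum. Their counts depended on the pseudocount, and with one of 0.1 there were 15 DEGs in the growth cone, 21 in the distal axon, 11 in the perikaryon and 12 in the dendritic spine term. Voom on fragments, chosen after seeing the data, called 20, 30, 20 and 19 in the same order. The lysosomal lumen had 21 of 23 members tested and 17 called, 16 of them upregulated, while the pseudocount of 0.1 called 21 and voom 22 members. The spindle midzone term had 9 members, 8 tested, and 5 DEGs, of which 2 were upregulated and 3 downregulated. The pseudocount of 0.1 called all 8, and voom called all 9 members, 4 as upregulated and 5 as downregulated.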

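Among the Molecular Function terms, flavin adenine dinucleotide binding had 14 members in Table S2, and 11 were tested. Of these, 5 were upregulated and 1 was a downregulated DEG, and the median log2 fold change of the tested members was 0.95. For tubulin binding, 28 of 40 members were tested, with 5 upregulated and 4 downregulated DEGs. Without the 2-fold threshold, 21 of these members were higher and 7 lower at an adjusted p of at most 0.05 (limma). Voom on fragments called 27 tubulin binding members as upregulated and 8 as downregulated. G protein-coupled receptor binding had 34 members, of which 26 were tested and 15 called, 9 of them upregulated. In these 3 terms, in the order given, a pseudocount of 0.1 called 11, 25 and 25 members, and voom on fragments called 13, 35 and 31. All 5 members of G protein-coupled glutamate receptor binding were tested, and 2 were called as upregulated. All 5 were called with a pseudocount of 0.1 and with voom on fragments, and none of them when FPKM were scaled by the upper quartile, the last 2 settings being chosen after seeing the data.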

In the Molecular Function (MF) category, the DEGs were mostly enriched in the GO terms of flavin adenine dinucleotide binding, tubulin binding and the binding activity of several receptors, etc. 

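The HCC set drawn as a heatmap in Fig. 4D has 24 genes, and 17 were higher and 7 lower in PD. In each of the 24 genes the 3 PD libraries lay on the same side of all 3 DMSO libraries. The 18 genes that were tested had adjusted p of at most 0.0022 (limma). The 6 others (FZD3, PIK3R1, WNT4, DPF1, DPF3 and PLCG2) had means of at most 0.643 FPKM in either group and were all higher in PD. Among the tested genes, the largest rise on the FPKM + 1 scale was that of HMOX1, which encodes heme oxygenase 1 and lies on chromosome 22 of GRCh38 from 35380361 to 35394214. HMOX1 had 3.92 ± 0.250 FPKM (SD, n = 3) in DMSO and 13.1 ± 0.761 FPKM (SD, n = 3) in PD, a log2 fold change of 1.51. FZD9 (1.48), TGFB1 (1.36), FZD7 (1.27), CDKN1A (1.13), FZD1 (1.11) and GSTT2B (1.06) also rose by over 2-fold. With a pseudocount of 0.1 the rises of FZD9 (1.78) and WNT11 (1.73) were larger than that of HMOX1 (1.71). GSTT2B has a near-identical copy in the genome, and exons of TGFB1, CDKN1A, WNT11 and WNT4 overlap genes on the opposite strand and those of PLCG2 genes on the same strand, so their values are less certain. The largest fall of a tested gene on the FPKM + 1 scale was that of WNT10B, on chromosome 12 from 48965340 to 48971735, from 169 ± 11.3 FPKM (SD, n = 3) in DMSO to 75.5 ± 3.74 FPKM (SD, n = 3) in PD, a log2 fold change of -1.15. TXNRD2 (-1.10), CDK6 (-1.10) and WNT5A (-1.09) were the other downregulated DEGs, and exons of TXNRD2 and CDK6 overlap antisense genes. WNT1 (-0.83), AXIN2 (-0.72) and TERT (-0.67) fell by less than 2-fold on the FPKM + 1 scale, but WNT1 (-1.56), AXIN2 (-1.39), WNT5A (-1.20) and TERT (-1.20) fell by more than WNT10B (-1.16) with a pseudocount of 0.1. Exons of AXIN2 and TERT overlap other annotated genes.
The spindle midzone heatmap has 9 genes, of which 4 were higher and 5 lower in PD. CDC6 rose from 17.3 ± 0.532 to 39.6 ± 0.841 FPKM (SD, n = 3 each), a log2 fold change of 1.15, and UNC119 rose by 1.09 on the same scale. GEM rose by 0.89, short of 2-fold. CCDC69, with 0.294 FPKM in PD, was below the minimum for the test.

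**Figure D2:**
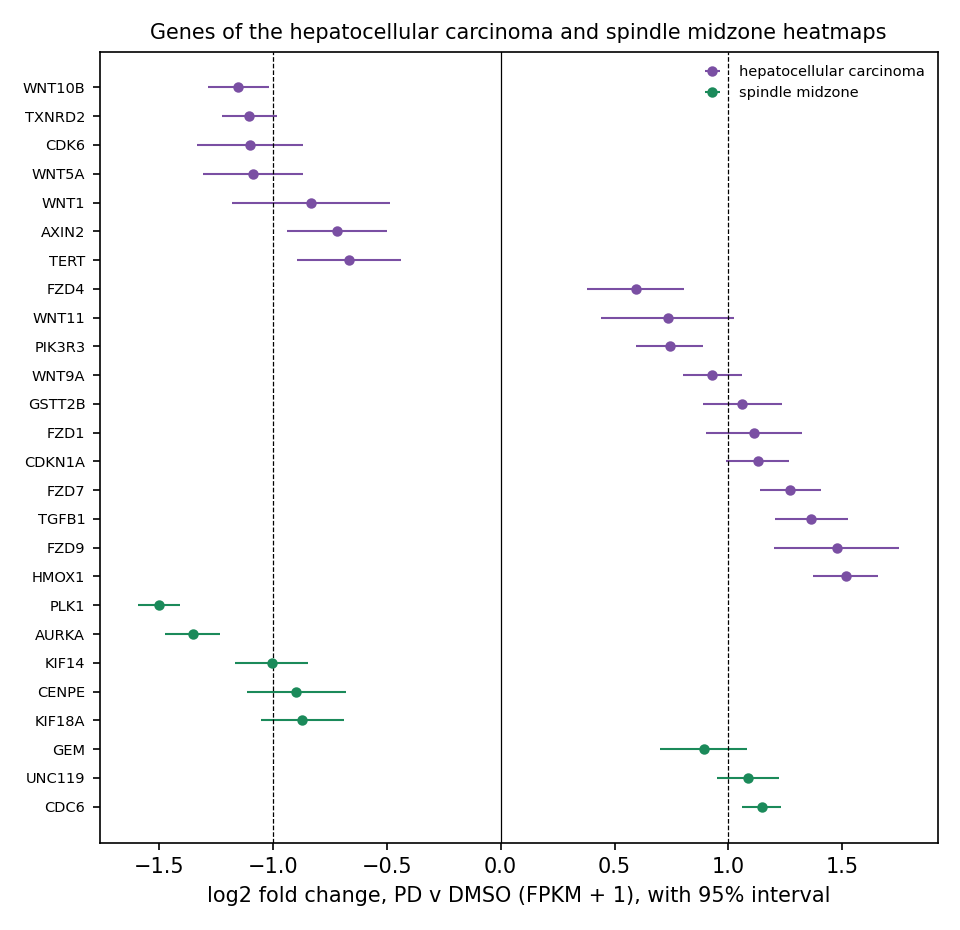
Log2 fold change in PD against DMSO, on the FPKM + 1 scale, of the 18 tested genes of the HCC heatmap (purple) and the 8 tested genes of the spindle midzone heatmap (green). Points are limma estimates from 3 PD and 3 DMSO libraries, bars are 95% intervals, and dashed lines mark a 2-fold change; HMOX1 is the highest at 1.51 and none of the intervals reaches 0.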

The heatmap of PD-mediated expression changes of the genes involved in HCC and spindle midzone formation is shown in Figure 4D.

### 3.5. Integrative Analysis between the RNA-Seq Results of PD-Treated HepG2 Cells and a TCGA-LIHC Dataset

Our RNA-seq data indicated that PD treatment could affect multiple signaling pathways. Based on these correlative studies, we asked whether PD altered the expression of any particular gene that plays a key role in hepatic oncogenesis. To answer this question and to evaluate how PD treatment could impact the genes related to clinical outcomes of liver cancer patients, we conducted studies to integrate our RNA-seq dataset from the PD-treated HepG2 cells and a TCGA Liver Hepatocellular Carcinoma (TCGA-LIHC) dataset generated from 370 HCC samples with 50 para-carcinoma tissues [32]. First, we carried out analyses of all DEGs, including both coding and noncoding RNAs, in liver cancers versus para-carcinoma tissues of the TCGA-LIHC dataset and those in PD-treated HepG2 cells versus the DMSO-treated cells to generate two volcano plots (Figure 5A,B). In the volcano plot of the TCGA-LIHC dataset, there are altogether 8577 DEGs with FC > 2 and FDR < 0.05, containing 6835 upregulated and 1742 downregulated genes (Supplementary Table S3). 

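Table S4 was compared gene by gene with the deposited FPKM. All of its 1679 genes are among the genes analysed, and 505 of them had a mean under 0.5 FPKM over the 6 libraries and so were not tested with the main setting. Of the 1174 that were tested, 1171 had an adjusted p of at most 0.05 (limma), and all 1174 changed in the direction the table gives. At the low end, 118 of the table's genes had a mean of at most 0.1 FPKM. Of the 520 DEGs called from FPKM, 471 (90.6%) are in the table and 49 are not. Across the tested genes of the table, its log2 fold changes and those on the FPKM + 1 scale had a Pearson correlation of 0.94, which describes genes and not independent replicates.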

In the plot of the RNA-seq data from PD-treated HepG2 cells, there are 1679 DEGs with FC > 2 and FDR < 0.05, including 960 upregulated and 719 downregulated genes (Supplementary Table S4).

To evaluate whether PD treatment could alter the expression of essential genes and signaling pathways that play crucial roles in liver cancer development, we carried out integrative analyses for the DEGs in both the PD-treated HepG2 cells and TCGA-LIHC dataset. Our aim was to identify those genes that exhibited reverse gene expression between the two datasets, and some of these DEGs likely contributed to the anticancer activity of PD. As a result, we discovered 305 genes in total. Among them, 242 upregulated and 63 downregulated genes in the PD-treated HepG2 cells showed reduced or increased expression levels, respectively, in liver cancers of the TCGA-LIHC dataset. 

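In the deposited FPKM, 242 of the 305 genes of Table S5 were lower and 63 were higher in PD-treated than in DMSO-treated cells. Of the 242 lower genes, 167 were tested, and all 167 had an adjusted p of at most 0.05 (limma), with a median log2 fold change of -0.87. Of these, 59 were called as downregulated DEGs. Of the 63 higher genes, 38 were tested, all with an adjusted p of at most 0.05, and 13 were upregulated DEGs, with a median log2 fold change of 0.87. The other 100 genes had a mean under 0.5 FPKM. A pseudocount of 0.1 called 179 of the 305 genes, and voom on fragments, chosen after seeing the data, called 257. The study chose the 305 genes on these libraries, and the expression of the genes in liver cancers was not analysed here.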

The altered expression of these DEGs is presented as line charts and heatmaps (Figure 5C and Supplementary Table S5). Next, we analyzed these genes by the GO pathway enrichment and KEGG enrichment methods. The most enriched GO terms fell into the pathways related to nucleosome, DNA packaging complex, DNA packaging, spindle midzone, protein-DNA complex, etc. 

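Among the genes of Table S5, 7 are described there as histones, and all 7 were lower in PD. Of these, 6 were tested and all had an adjusted p of at most 0.05 (limma), with a median log2 fold change of -0.81, and 2 fell by at least 2-fold. Voom on fragments, chosen after seeing the data, called all 7 as downregulated. This grouping by description was chosen after the members and their directions had been seen. Histone genes have near-identical copies, so reads could be shared among them, and poly(A) selection captures only part of their transcripts.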

The most enriched KEGG pathways were mostly related to metabolism, such as fatty acid degradation, biosynthesis and metabolism, histidine metabolism and β-alanine metabolism, as well as HCC and transcriptional misregulation in cancers, etc. 

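In Table S5, 6 genes have a description that matches words for fatty acids, acyl-CoA, aldehyde dehydrogenase or an amino acid, and 5 of them were tested. ACACB, ACSL1 and ACADSB were higher in PD, while ALDH3A1 and HRCT1 were lower, each with an adjusted p of at most 0.05 (limma). HRCT1 matched only because its protein is named as rich in histidine, which does not make it a gene of histidine metabolism. Exons of ACSL1 and ALDH3A1 overlap genes on the opposite strand, so their values are less certain. None of the 5 reached 2-fold on the FPKM + 1 scale, whereas all 6 were called by voom on fragments, chosen after seeing the data. The words used to pick these genes from the descriptions were also chosen after their directions had been seen.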

(Figure 5D). Hence, we selected genes from the above enriched pathways based on the reversely expressed DEGs between both datasets for further investigation.

### 3.6. Effects of PD Treatment on the Spindle Formation of HepG2 Cells

To evaluate potential clinical outcomes and prognostic values of the PD-targeted genes, we analyzed the 305 DEGs obtained from the integrative analyses for the relationship between their expression and clinical outcomes. As a result, we found that the altered expression of 72 DEGs significantly correlated with either improved or reduced overall survivals of HCC patients in the TCGA-LIHC dataset (Supplementary Table S6). Among them, five genes that regulate the spindle midzone formation were markedly downregulated in response to PD treatment (Figure 6A), including the mitotic motor protein kinesin family members 14 and 18A (KIF14 and KIF18A), the mitotic motor protein centrosome-associated protein E (CENPE), the mitotic kinase polo-like kinase 1 (PLK1) and the Aurora kinase A (AURKA). 

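The 72 genes of Table S6 comprised 48 that were lower and 24 that were higher in PD in the deposited FPKM. Of these, 49 passed the minimum of 0.5 FPKM, and each of the 49 had an adjusted p of at most 0.05 (limma), 35 of them lower and 14 higher. At 2-fold, 18 were downregulated and 4 were upregulated DEGs. With a pseudocount of 0.1, 46 of the 72 genes were called, and 65 with voom on fragments, which was chosen after seeing the data. The survival data of the patients were not analysed here.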

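PLK1 (ENSG00000166851) lies on chromosome 16 of GRCh38 from 23677656 to 23690367, and had 27.2 ± 0.371 FPKM (SD, n = 3) in DMSO and 9.00 ± 0.333 FPKM (SD, n = 3) in PD. This was a log2 fold change of -1.50, with a standard error of 0.04 and an adjusted p of 1.4e-06 from limma. Exons of ERN2 on the opposite strand overlap those of PLK1. AURKA (ENSG00000087586), on chromosome 20 from 56369389 to 56392337, fell from 51.8 ± 3.19 FPKM (SD, n = 3) to 19.7 ± 0.692 FPKM (SD, n = 3). Its log2 fold change was -1.35, with a standard error of 0.05 and an adjusted p of 3.2e-06 from limma. KIF14 (ENSG00000118193), on chromosome 1 from 200551497 to 200620751, fell from 10.4 ± 0.674 FPKM (SD, n = 3) to 4.70 ± 0.389 FPKM (SD, n = 3), a log2 fold change of -1.004 with an adjusted p of 2.3e-05 from limma. CENPE (ENSG00000138778), on chromosome 4 from 103105349 to 103198445, fell from 5.61 ± 0.450 FPKM (SD, n = 3) to 2.56 ± 0.371 FPKM (SD, n = 3), a log2 fold change of -0.90 with an adjusted p of 1.5e-04 from limma. KIF18A (ENSG00000121621), on chromosome 11 from 28020619 to 28108156, fell from 7.52 ± 0.495 FPKM (SD, n = 3) to 3.67 ± 0.412 FPKM (SD, n = 3), a log2 fold change of -0.87 with an adjusted p of 7.7e-05 from limma.
The fewest fragments behind any of these values were the 267 of KIF18A in a PD library, and the most were the 2679 of AURKA in a DMSO library. In all 5 genes the PD libraries lay below the DMSO libraries by more than the spread between replicates. CENPE and KIF18A fell short of 2-fold on the FPKM + 1 scale and were not called there, although their mean FPKM fell by 54.4% and 51.2%. With a pseudocount of 0.1, their log2 fold changes were -1.11 and -1.02, and both were called. The call of KIF14 was at the 2-fold limit, and its log2 fold change was -0.99 without DMSO replicate 1, -0.97 without DMSO replicate 2, -0.96 without PD replicate 2 and -0.99 without PD replicate 3. From the fall of these genes, their inverse expression in liver cancers and the contribution of spindle formation to mitosis and proliferation, the paper proposes that spindle formation is likely the primary target of PD in HCC cells. The paper also reports RT-qPCR of the 5 genes, Western blots of AURKA and PLK1, more abnormal spindles under PD, and survival analyses of patients.

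**Figure D3:**
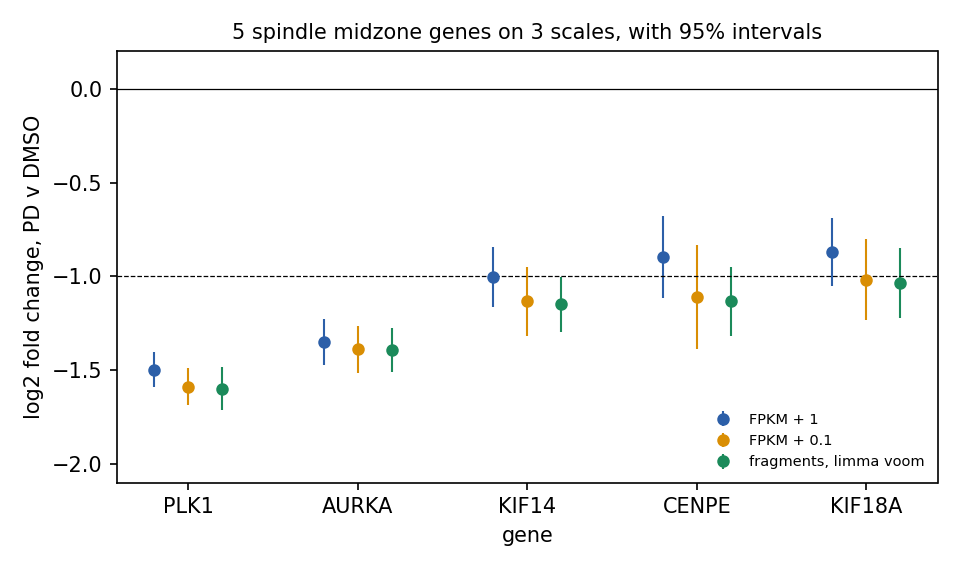
Log2 fold change in PD against DMSO of the 5 spindle midzone genes, as fitted by limma on log2(FPKM + 1), on log2(FPKM + 0.1) and by limma voom on fragments, the last chosen after seeing the data. Points are estimates from 3 PD and 3 DMSO libraries, bars are 95% intervals, and the dashed line marks a 2-fold fall; PLK1 is the lowest on each scale.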

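Before adjustment, the p-values of limma for these 5 genes ran from 1.4e-09 for PLK1 to 2.1e-05 for CENPE. When the FPKM of each gene were compared by an exact two-sided permutation test of the difference in means, every gene had p = 0.10, which is the smallest p that 3 libraries against 3 allow.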

The *p*-values of their differential changes in PD-treated cells versus the control fell between 6.28 × 10^−25^ and 1.43 × 10^−21^. The PD-repressed expression of these five genes was confirmed by RT-qPCR (Figure 6B), and PD-mediated downregulation of AURKA and PLK1 was also verified by Western blot analyses (Figure 6C). Because these five genes are involved in spindle midzone formation, we further interrogated whether PD treatment could affect the process of cell mitosis. In immunostaining studies, compared with HepG2 cells treated by DMSO, the cells cultured in medium containing 300 and 600 µM of PD for 24 and 48 h showed increased cases of abnormal spindles with characteristics of spindle multipolarity (Figure 6D,E).

### 3.7. Clinical Prognostic Values of the Spindle-Related Genes Targeted by PD

Among the HCC patients in the TCGA-LIHC dataset, the expression of CENPE, AURKA, KIF14, KIF18A and PLK1 showed significantly negative correlation with the overall survival rates (Figure 7A). Due to the contribution of spindle fiber formation to cell mitosis and proliferation, our integrative analyses of the DEGs in both the RNA-seq dataset from the PD-treated HepG2 cells and TCGA-LIHC dataset derived from cancer patients revealed that the spindle formation is likely the primary target of PD in HCC cells. Additionally, for these five genes playing key roles in spindle formation (Figure 6A and Figure 7A, and Supplementary Table S7), we analyzed them using the Cox’s multivariate regression according to the patients’ profiles in the TCGA-LIHC dataset. Using the obtained data, we categorized the patients into low- and high-risk groups (185 and 184 patients, respectively) based on the median risk score, and subsequently plotted Kaplan–Meier survival curves of the two groups of patients. As shown in Figure 7B, the clinical outcomes of the low- and high-risk groups significantly corresponded to the long and short survival rates of the patients, respectively (*p* = 0.00034), indicating that the altered expression of the five spindle midzone-related genes possesses an integrative and multivariate prognostic value. Furthermore, we tested the accuracy of our Cox model using the receiver operating characteristic (ROC) curve, a tool to test the accuracy of Cox models. If the value of the area under the curve (AUC) is greater than 0.5 [35], a Cox model would have an excellent predictive power. The ROC analysis for our data generated an AUC value of 0.669 for 3-year overall survival (Figure 7C), indicating the high accuracy of our Cox model analysis.

Overall, we observed the synergistic inhibition of PD in combination with DOX or DDP and its protective effects on normal cells (Figure 8A). Our RNA-seq studies revealed various altered signaling pathways and DEGs in response to PD treatment (Figure 8B). Furthermore, the integrative analyses of our RNA-seq data and the TCGA-LIHC dataset of liver cancer patients indicated that genes regulating cell mitosis are likely the primary targets of PD (Figure 8B).

## 4. Discussion

Up to 90% of primary liver cancer patients are diagnosed as HCC, with an overall prognostic survival time of six to twenty months [36]. In clinical treatments of HCC, the conventional chemotherapeutics always encounter resistance and become ineffective against cancer cells. Frequently, many chemotherapeutics exhibit higher cytotoxicity to normal cells than that to cancerous cells [37]. Due to late diagnosis of the majority of HCC patients, the treatment options are often quite limited, and usually high doses of chemotherapeutics are needed. Clinical studies demonstrated that the excessive use of chemotherapeutics could cause severe adverse effects to many vital organs, including heart and kidneys [38]. Therefore, it is necessary to develop effective therapeutic strategies with improved inhibitory selectivity to HCC cancer cells and minimal or tolerable side-effects to patients.

Natural compounds have been used for medicinal purposes since ancient times to cure or alleviate various diseases, including cancers. They are used either individually or as adjuvants of conventional drugs to achieve desirable curative effects with significantly lower side-effects than those of many generic therapeutics [39]. PD is a natural compound that can be extracted from various plants, especially Japanese knotweed and *Polygonum cuspidatum*. Accumulating evidence has demonstrated the promising antineoplastic and anti-inflammatory effects of PD using both in vitro and in vivo models [17]. Its anticancer activities have been demonstrated in various types of cancers, such as colon, breast, lung and liver cancers [20,40,41,42]. Consistent with our observation, PD was shown to inhibit the proliferation, invasion and migration of HCC cells, and induce their apoptosis, with the concurrent downregulation of several proliferative genes, including MYC, β-catenin, cyclin D1 and Survivin [42]. A number of studies have revealed the protective effects of PD against various chemotherapeutics and cytotoxic drugs. For example, 2-deoxy-D-glucose (2-DG), a competitor of glucose, inhibits glucose degradation and blocks cancer cell division, but its clinical usage at relatively high doses causes cardiac toxicity [43]. However, the combinatorial use of PD with 2-DG ameliorated this toxic effect on hearts and other vital organs [19]. Meanwhile, PD blocked the PI3K/AKT signaling pathway and synergized the anticancer effects of 2-DG in a xenograft mouse model [19].

Another study demonstrated that PD treatment restricted the glycolytic pathway, substantially improved cardiac markers in an animal study and sensitized pancreatic, colon and breast cancer cells to chemotherapeutics, including DOX, DDP and lapatinib [44]. PD also exhibits antioxidant activity and has been associated with increased lifespan [45]. Although PD is considered a general and strong antioxidant agent, its role in mediating oxidative status depends on cell types. For example, PD increased oxidative stress in nasopharyngeal carcinoma cells and induced their apoptosis, but it decreased oxidative stress in cardiomyocytes and reduced the risk of myocardial infarction [46,47].

Despite the current knowledge regarding the anticancer activity of PD in cancer, its mechanism associated with antineoplastic properties in HCC and its toxicity in normal liver cells are largely unclear. In the current study, we evaluated the anticancer activity of PD using liver cancer HepG2 and SK-HEP1 cells and normal liver HL-7702 cells. We found that PD selectively inhibited the proliferation of HCC cells but showed much reduced cytotoxicity to normal liver cells. On the other hand, our experimental data revealed that the generic chemotherapeutics DOX and DDP exhibited relatively high toxicity in the normal cells compared to that in the HCC cells. Therefore, our data strongly suggested the potential of PD as a cancer therapeutic for clinical applications. However, we also noticed that PD exhibited quite high IC_50_ values (361.20 and 393.00 µM) when inhibiting HepG2 and SK-HEP1 cells, respectively. We had similar observation when evaluating the anticancer activities of ellagic acid and thymoquinone [5,28]. These may restrict PD’s clinical applications in HCC therapies due to the relatively low pharmaceutical effectiveness, despite its praiseworthy selectivity. Therefore, the practical usage of these natural compounds at the current stage would be as ancillary agents to synergistically augment the response of cancer cells to generic chemotherapeutics, such as the DOX and DDP shown in our studies. Additionally, they can also be chemically modified to directionally generate analogs with improved anticancer efficacy.

Previous studies have demonstrated that PD sensitized osteosarcoma cells to doxorubicin and paclitaxel [48,49], increased sunitinib activity against renal adenocarcinoma cells [18] and counteracted 5-Fluorouracil resistance in colon cancer cells [27]. Additionally, PD could also reduce the cardiotoxicity of 2-DG and sunitinib in animal models [18,19]. Therefore, we tested whether PD could sensitize the therapeutic activities of generic chemotherapeutics in HCC cells. In the combinatorial use of PD with subtoxic levels of DOX and DDP, we detected synergistic effects in suppressing HCC cell proliferation at a level similar to the inhibition using high doses of DOX or DDP alone. Importantly, the combination of PD with each chemotherapeutic showed significantly reduced toxicity in normal liver cells. Therefore, our current study revealed a novel and effective strategy of combinatorial treatments using PD and generic chemotherapeutics, which can lead to the inhibition of HCC cell survival with minimal side effects.

Multiple reports have demonstrated PD’s anticancer activity, but a systemic study to provide a panoramic view of PD-regulated signaling pathways and target genes was still needed. Therefore, we carried out RNA-seq studies in PD-treated HepG2 cells and discovered multiple pathways, biological processes or functions potentially targeted by PD, including the spindle midzone formation, an essential step of mitosis.

Mitosis is a key process that is well-controlled in both cell proliferation and differentiation. However, in the process of oncogenesis, due to mutations and altered expression of key regulatory genes, cancer cells typically exhibit deregulated and increased proliferative rates. The integrative analysis of the DEGs in the dataset of PD-treated HepG2 cells and the TCGA-LIHC dataset of HCC patients revealed that five genes regulating spindle fiber formation, AURKA, CENPE, KIF18A, KIF14 and PLK1, were significantly downregulated by PD treatment. We further observed that PD treatment increased the percentage of cells with multipolar spindle formation, an abnormal spindle assembly that could sensitize cancer cells to apoptotic stimuli [50]. Actually, a number of anticancer drugs can provoke spindle abnormality. A previous study demonstrated that ZM447439, a selective Aurora kinase inhibitor, could induce multipolar spindles of laryngeal carcinoma cells and subsequently lead to apoptosis [51]. Paclitaxel, a popular cancer therapeutics, could also promote multipolar mitotic spindle formation that caused high rates of chromosomal instability and elicited cell death [52].

Furthermore, both the univariate and multivariate analyses of these five genes displayed positive correlations between their expression and poor clinical outcomes of HCC patients. Therefore, the spindle formation, a key step of mitosis, is likely a primary biological process targeted by PD.

In response to PD treatment, we observed the perturbations of many additional pathways and biological functions based on the integrative DEG analyses (Figure 5D), especially in several metabolic processes, such as fatty acid biosynthesis and degradation, metabolism of histidine and alanine, etc. It is unclear whether PD caused the alterations of these biological processes directly or indirectly. Future research will be needed to identify the directly associated targets of PD in cells, which will unveil its anticancer mechanism at the molecular level.

## 5. Conclusions

PD inhibits HCC cell proliferation and synergizes DDP and DOX activities against HCC cells, but it protects normal cells by mitigating the toxicity of chemotherapeutics. Our RNA-seq data indicates that PD treatment in HepG2 cells causes the altered expression of genes involved in multiple signaling pathways and biological processes. Due to the importance of mitosis in cell proliferation and the downregulated expression of five genes regulating spindle midzone formation, we propose that the mitotic process is likely a primary target of PD in HCC cells.

## Figures and Tables

**Figure 1:**
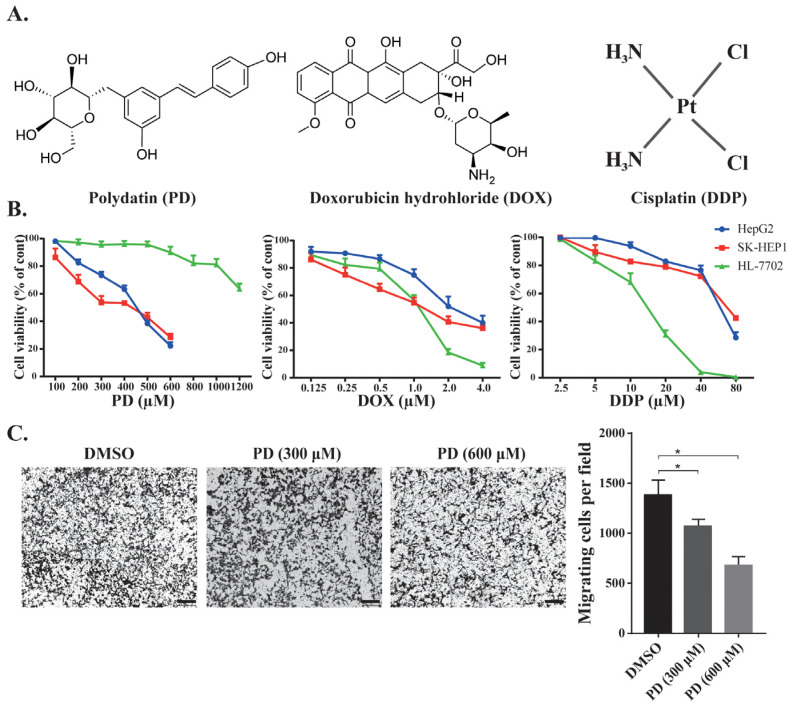
Effects of chemotherapeutic agents in HCC and in normal cell lines. (**A**) Illustration of the chemical structures of PD, DOX and DDP. (**B**) Cell viability of the normal liver HL-7702 cells and HCC HepG2 and SK-HEP1 cells when treated by PD, DOX and DDP. The cells were treated with different concentrations of the chemicals for 48 h, followed by WST-1 assays to evaluate cell proliferation and calculation of cell viability. (**C**) Evaluation of PD’s effects on HepG2 cell migration. HepG2 cells in the transwell were treated by DMSO, 300 and 600 µM of PD for 48 h, followed by staining using crystal violet. Representative images are shown on the left, and the quantitative data from three separate experiments are shown on the right. The scale bar in each image is 100 µm. * as *p* < 0.05.

**Figure 2:**
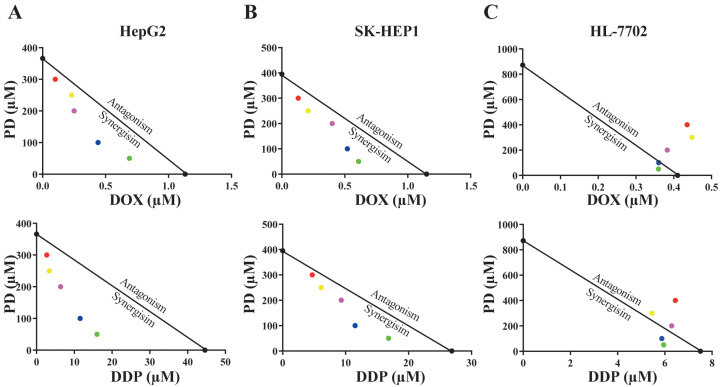
Isobologram analyses of anti-cancer activity of PD and DOX or DDP combinations in HepG2 (**A**), SK-HEP1 (**B**) and HL-7702 (**C**) cell lines using IC_50_ values. The color dots represent various drug concentrations of PD (300 μM-red; 250 µM-yellow; 200 µM-purple; 100 µM-blue; and 50 µM-green).

**Figure 3:**
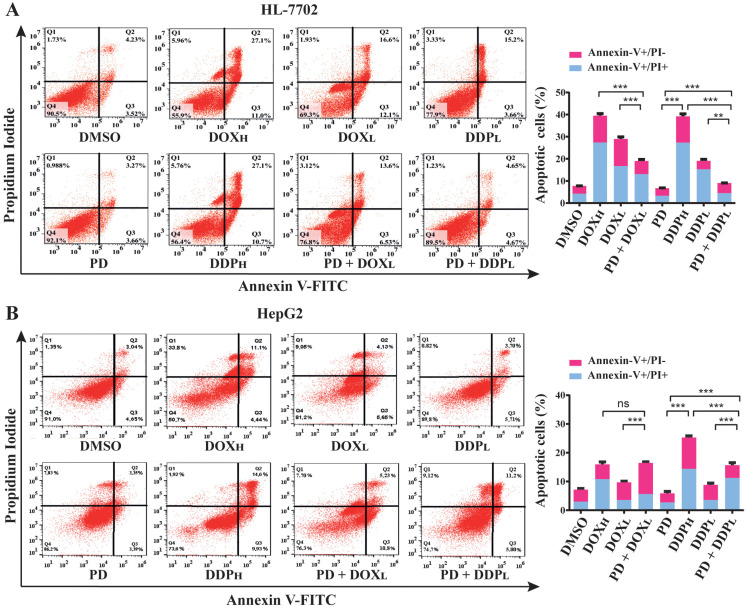

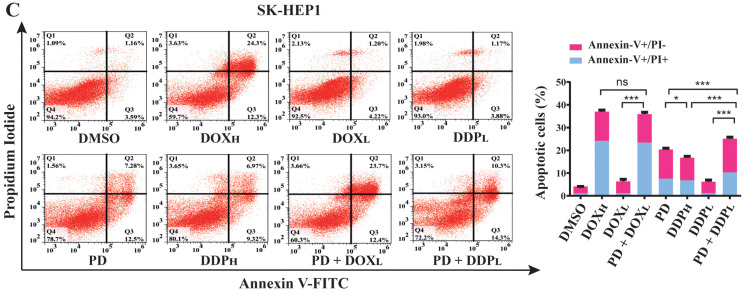
Evaluation of apoptotic rates in normal liver HL-7702 cells (**A**), HCC HepG2 (**B**) and SK-HEP1 (**C**) cells using PD (300 µM) and PD in combination with high or low dosages of DOX (0.2 and 1.5 µM, as DOX_L_ and DOX_H_, respectively) and DDP (5 and 30 µM, as DDP_L_ and DDP_H_, respectively). The cells were seeded and cultured overnight, and then treated by PD, DOX_L_, DOX_H_, DDP_L_ and DDP_H_ individually or combinatorially (PD + DOX_L_ and PD + DDP_L_) for 48 h. The cells were stained with Annexin V-FITC and propidium iodide, then analyzed for apoptotic cell ratios using flow cytometry. Each sample was analyzed in triplicate, with similar results observed and representative data presented. The results are shown as the mean ± S.D. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns: not significant.

**Figure 4:**
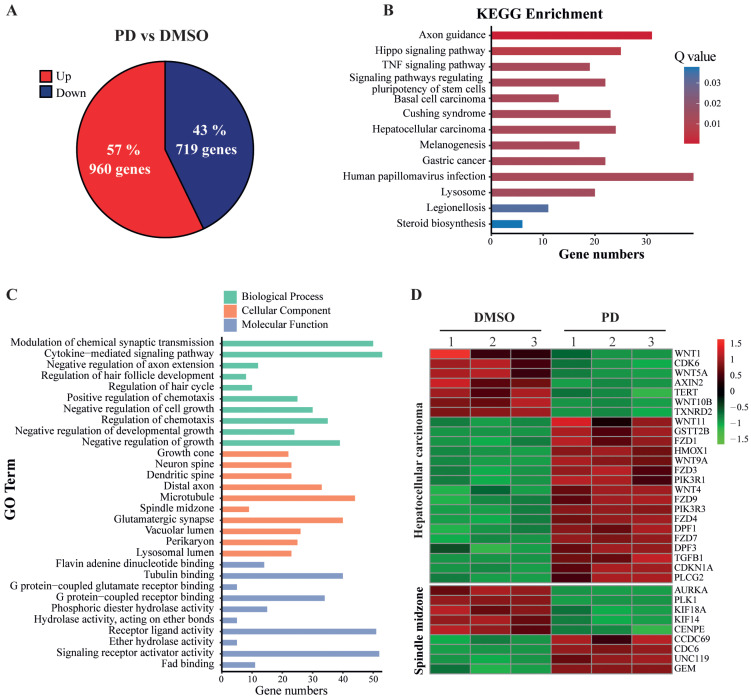
Analysis of differentially expressed genes based on RNA-seq data of HepG2 cells treated with PD. (**A**) Up- and down-regulated genes in PD-treated HepG2 cells. Collectively, 1679 genes were significantly and differentially expressed, with 960 genes upregulated (red) and 719 genes downregulated (blue) in PD-treated HepG2 cells compared to the DMSO-treated cells. (**B**) The altered signaling pathways in the KEGG enrichment analysis. (**C**) Gene Ontology (GO) enrichment of differentially expressed genes. GO contains three independent GO categories. The three indicated processes include the biological process (BP), molecular function (MF) and cellular component (CC). (**D**) The heatmap of the DEGs involved in hepatocellular carcinoma (HCC) development and spindle midzone formation.

**Figure 5:**
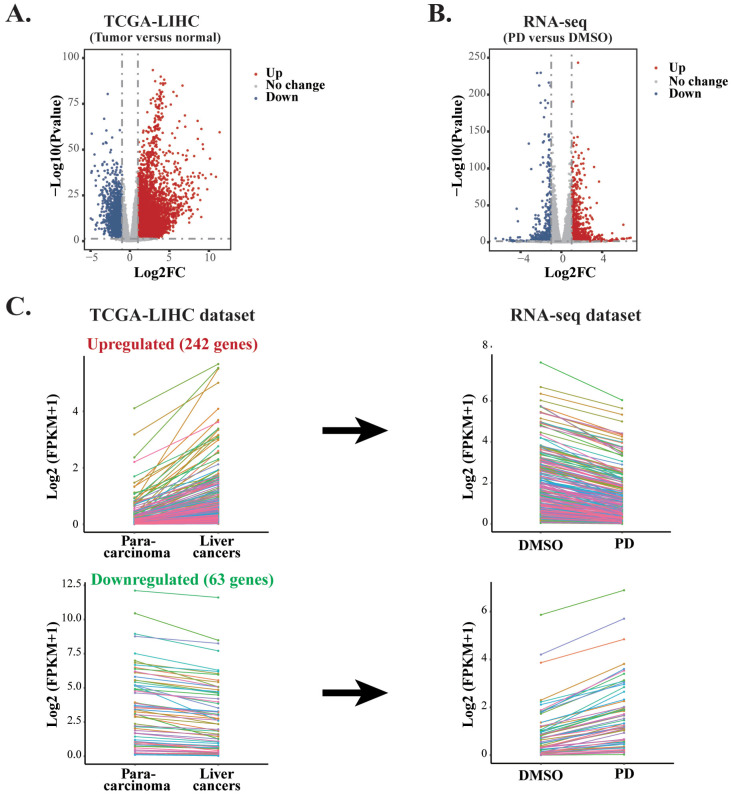

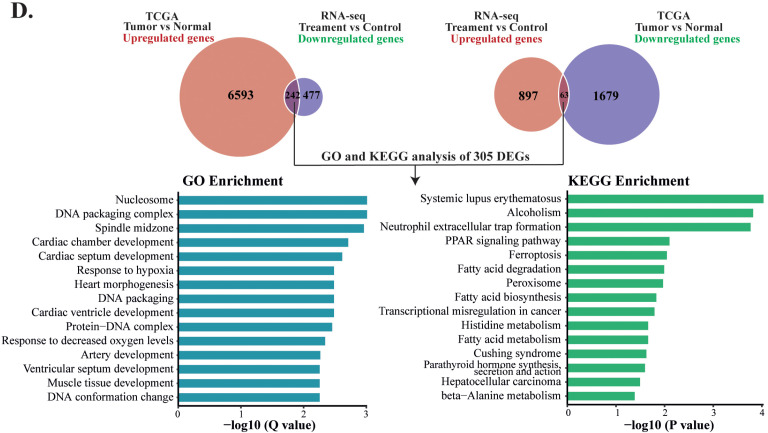
Comparative analyses of two RNA-seq datasets from PD-treated HepG2 cells and TCGA-LIHC. (**A**) The volcano plot of the DEGs in the TCGA-LIHC dataset containing 6835 upregulated genes and 1742 downregulated genes between HCC tissues and normal samples. (**B**) The volcano plot of the DEGs in the RNA-seq dataset from PD-treated HepG2 cells containing 960 upregulated genes and 719 downregulated genes. (**C**) Line charts of the genes with inverse expression between the RNA-seq dataset of PD-treated HepG2 cells and TCGA-LIHC dataset. In the TCGA-LIHC dataset, 242 upregulated and 63 downregulated genes were inversely expressed in the dataset of PD-treated HepG2 cells. The colors represent the same genes in the two datasets. (**D**) GO and KEGG enrichment analyses of the inversely expressed DEGs between the dataset from PD-treated HepG2 cells and the TCGA-LIHC dataset.

**Figure 6:**
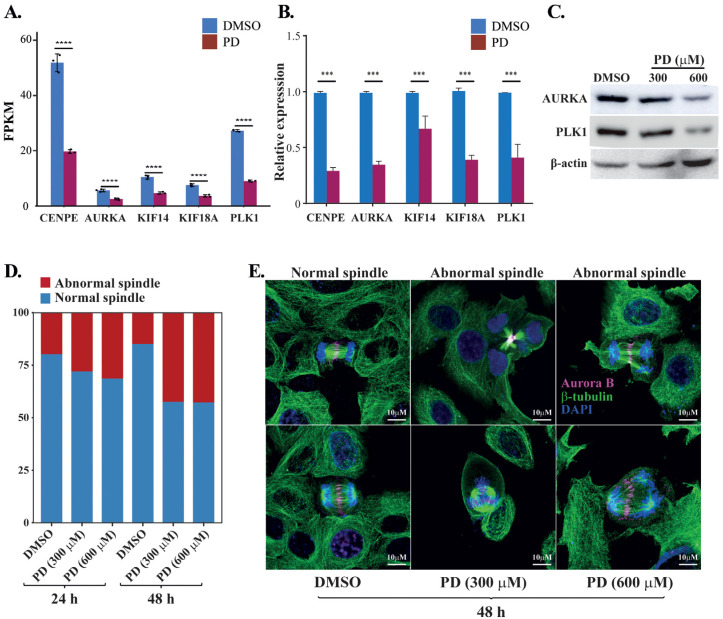
Analyses of PD-repressed genes regulating spindle midzone formation. (**A**) FPKM changes of the five genes CENPE, AURKA, KIF14, KIF18A and PLK1 regulating the spindle midzone in the RNA-seq dataset of PD-treated HepG2 cells versus DMSO-treated cells. FPKM (fragments per kilo base of transcript per million mapped fragments) is a gene expression unit to normalize counts for paired-end RNA-seq data in which two (left and right) reads are sequenced from the same DNA fragment. (**B**) RT-qPCR analyses of the five genes in the PD- and DMSO-treated HepG2 cells. In (**A**,**B**), *** denotes *p* < 0.001 and **** denotes *p* < 0.0001. (**C**) Western blot analyses of the AURKA, PLK1 and β-actin expression in the HepG2 cells treated by DMSO, 300 and 600 µM of PD. The three antibodies are against AURKA (cat# D3E4Q, Cell Signaling), PLK1 (cat# sc-17783, Santa Cruz), β-actin (cat# A5441, Sigma-Aldrich). (**D**,**E**) Analyses of spindle formation during the mitosis of HepG2 cells treated by DMSO, 300 and 600 µM of PD. In D, over 130 mitotic cells were evaluated for each treatment at 24 and 48 h time points, and the percentages of cells with abnormal and normal spindles were presented. In E, representative images of normal spindles in DMSO-treated HepG2 cells and the abnormal spindles in 300 and 600 µM PD-treated cells for 48 h. AURKB was stained in magenta showing the positions of spindle midzone, α-tubulin was stained in green showing the microtubules in spindles and DAPI was used to display the nuclei. The experiments have been repeated with the results of a similar tendency and representative data are shown.

**Figure 7:**
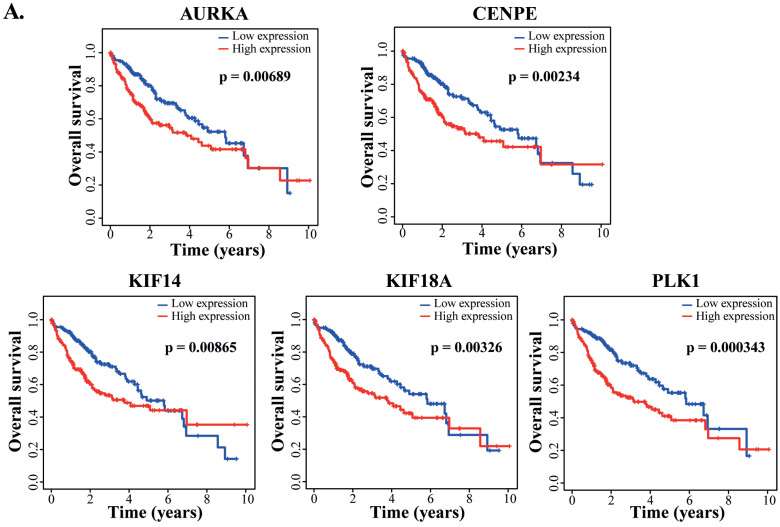

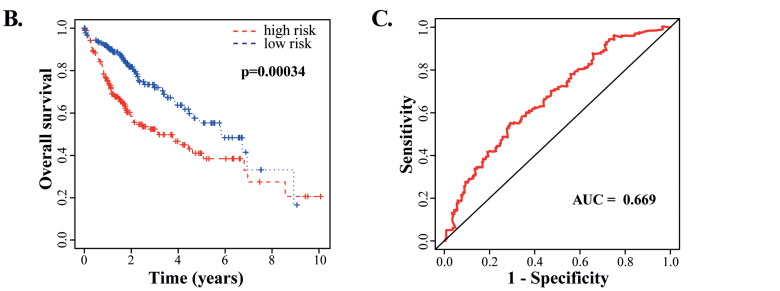
Analyses of the clinically prognostic values of PD-repressed genes regulating spindle midzone formation. (**A**) Kaplan–Meier plots of the correlation between each of the five genes regulating the spindle midzone and the overall survival rates of HCC patients in the TCGA-LIHC dataset. (**B**) The multivariate Cox’s regression analysis of the 5 DEGs regulating spindle midzone formation with the patients’ survival in the TCGA-LIHC dataset. According to the results of the Cox model, the patients were divided into low- and high-risk groups (185 and 184 patients, respectively), and Kaplan–Meier survival curves of the two groups are presented. The 5-year overall survival rates were determined as 38.4% (95% CI: 29.1%–50.8%) and 55.3% (95% CI: 44.7%–68.4%) for the high- and low-risk groups, respectively. (**C**) The receiver operating characteristic (ROC) curve to test the accuracy of the Cox model. The value of the area under the curve (AUC) was determined as 0.669, indicating a high accuracy of the Cox model analysis.

**Figure 8:**
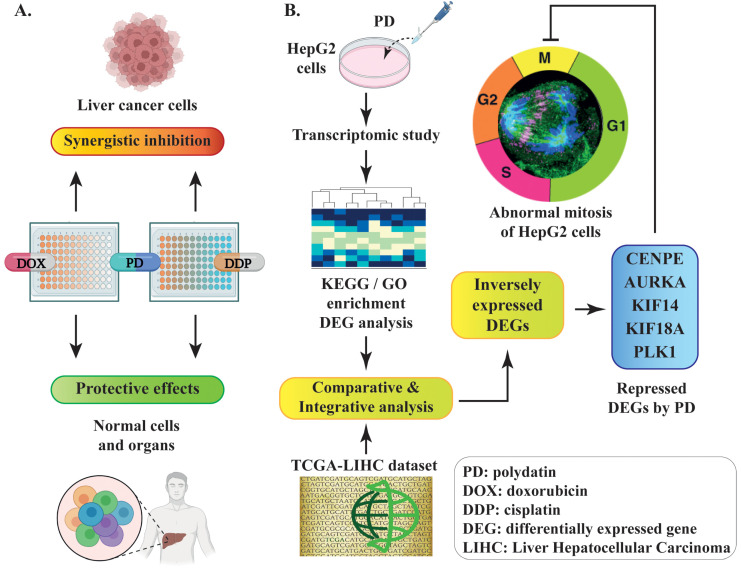
Schematic diagram of the experimental design and discovery in the current study. (**A**) PD-mediated synergistic inhibition to liver cancer cells and protective effects on normal cells when combinatorially used with DOX or DDP. (**B**) The discovery of PD-repressed DEGs related to mitosis through comparative or integrative analyses of the RNA-seq dataset from PD-treated HepG2 cells and a TCGA-LIHC dataset of liver cancer patients.

**Table 1:** The IC_50_ (half maximal inhibitory concentration) values of the individual and combinatorial treatments by PD, DOX and DDP in HL-7702, HepG2 and SK-HEP1 cells for 48 h.

Drug Group		IC_50_ (μM) ± SD		
		HL-7702	HepG2	SK-HEP1
PD		872.00 ± 2.60	361.20 ± 2.67	393.00 ± 3.40
DOX		0.41 ± 0.02	1.32 ± 0.20	1.22 ± 0.07
DDP		13.30 ± 1.11	44.16 ± 1.69	25.46 ± 0.80
	PD (μM)			
DOX	50	0.33 ± 0.01	0.68 ± 0.03	0.61 ± 0.33
	100	0.32 ± 0.05	0.43 ± 0.02	0.55 ± 0.02
	200	0.38 ± 0.01	0.24 ± 0.04	0.40 ± 0.01
	250	0.44 ± 0.02	0.21 ± 0.02	0.23 ± 0.01
	300	0.45 ± 0.03	0.12 ± 0.02	0.39 ± 0.37
DDP	50	6.14 ± 0.27	15.70 ± 0.45	15.70 ± 0.96
	100	6.09 ± 0.19	11.21 ± 0.89	11.30 ± 0.30
	200	5.70 ± 0.22	6.32 ± 0.20	9.40 ± 0.56
	250	5.38 ± 0.07	3.36 ± 0.25	6.20 ± 0.33
	300	5.65 ± 0.39	2.02 ± 0.10	4.36 ± 0.28

**Table 2:** The combination index (CI) values of the cotreatment of PD with DOX or DDP in HepG2, SK-HEP1 and HL-7702 cells. The CI values indicate the additive (CI = 1), antagonistic (CI > 1), or synergistic (CI < 1) effects of the treatments.

Drug Group		HepG2	SK-HEP1	HL-7702
PD (µM)				
DOX	50	0.66	0.33	0.91
	100	0.50	0.36	0.99
	200	0.45	0.34	1.10
	250	0.54	0.72	1.40
	300	0.54	0.71	1.50
DDP	50	0.41	0.69	0.84
	100	0.37	0.55	0.89
	200	0.37	0.58	1.06
	250	0.41	0.57	1.06
	300	0.51	0.63	1.25

## Data Availability

All data contained within the article.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12020222/s1, Table S1: KEGG enrichment analysis of DEGs between PD-treated and DMSO-treated HepG2 cells. Table S2: GO enrichment analysis of DEGs between PD-treated and DMSO-treated HepG2 cells. Table S3: The DEGs between HCC and normal liver samples in the TCGA LIHC dataset. Table S4: The DEGs between PD-treated and DMSO-treated HepG2 cells. Table S5: Inversely expressed DEGs between the PD-treated HepG2 cells and TCGA-LIHC dataset. Table S6: Seventy-two inversely expressed DEGs between the two datasets with significant correlation to HCC patients’ survival. 

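Table S7 holds the FPKM of AURKA, CENPE, KIF14, KIF18A and PLK1 in the 3 DMSO and 3 PD libraries. It gives the deposited values of these 5 genes rounded, with differences of at most 4.5e-05 FPKM. In AURKA, for example, the 3 DMSO libraries lay between 48.3 and 54.6 FPKM and the 3 PD libraries between 19.3 and 20.5 FPKM.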

Table S7: The FPKM values of the five selected DEGs playing key roles in spindle formation.

How the deposited data were processed for this re-analysis (not part of the article)

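RNA from HepG2 cells treated for 24 h with PD or with DMSO was sequenced, with 3 libraries per treatment. Samples were assigned to treatments and replicate numbers from the sample labels and the paper, which give the same groups; the dose of PD is 300 µM in the paper and 336 µM in the labels. The authors selected poly(A) RNA, made libraries with the NEBNext Ultra kit, aligned paired-end reads to hg38 with HISAT2, counted reads on genes with HTSeq and converted the counts to FPKM, and for their own differential expression they used DESeq2. The FPKM that the authors deposited, a single table of 28563 genes in 6 libraries, were the only values tested, and all of its value columns were assigned to samples. The paper's text does not say whether the counting used strand, so genes whose exons overlap a gene on either strand are reported as uncertain.

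The tests were planned for counts, with limma on log2(FPKM + 1) to be used if the table held FPKM, and this was the case. DESeq2 and edgeR were therefore not used here. The main setting took the 14400 genes with a mean of at least 0.5 FPKM, fitted PD against DMSO without covariates by limma 3.58.1 in R 4.3.3 with an intensity-dependent prior variance, and adjusted p-values by the Benjamini-Hochberg method. DEGs had an adjusted p of at most 0.05 and a change of at least 2-fold, the thresholds of the paper. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM.

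Because FPKM made from whole counts are multiples of a step set by gene length and library total, whole fragments were worked back from them. For 12772 genes the exon length in GENCODE release 44 gave whole fragments in all 6 libraries, and for the others a common step was found in the values. Library totals were 16763318 to 17274927 fragments in DMSO and 16308476 to 18071632 in PD, and the genes analysed held at least 99.7% of each total. Fragments were used to describe the depth and in limma voom, an alternative added after seeing the data. In each library between 13468 and 13858 genes had under 10 fragments, so that counting error is large for them.

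The genes named in the text were set by a rule made in advance. It took the 5 spindle midzone genes of Fig. 6A, all genes of the HCC and spindle midzone heatmaps of Fig. 4D, genes named elsewhere in the paper (MYC, CTNNB1, CCND1, BIRC5, ACTB and AURKB), the 5 largest rises and 5 largest falls among DEGs whose groups did not overlap and whose higher group reached 10 FPKM, and the 3 largest changes of each gene list past its threshold, some of which are not reported here. The ACACB, ACSL1, ACADSB, ALDH3A1 and HRCT1 genes, the hepatocyte genes, the genes of the G2/M list that rose and the genes of the p53 and NRF2 lists that fell were named after their values had been seen. The members of KEGG and GO terms in Tables S1 and S2, and the genes of Tables S4, S5 and S6, were looked up by identifier or symbol. Table S3 was held only in part and was not used.

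In addition, 11 gene lists fixed in advance were tested with camera in limma at a preset correlation of 0.01, adjusted over the 11 lists. They are genes of the G2/M phase, of S phase, p53 targets, ATF4 targets, chaperones of the endoplasmic reticulum (ER), NRF2 targets, cholesterol synthesis, lysosome, hypoxia, hepatocyte genes and replication-dependent histones. Alternatives were fry, camera with an estimated correlation, and lists without members in Table S4. For a check on sequence composition, a loess curve with a span of 0.5 was fitted to log2 fold change over all tested genes. It used GC content and log2 exon length, and it was subtracted. The lists were then tested with the preranked form of camera on the remainder divided by the standard error of each gene. The statistic therefore changed along with the trend. All tested members of the lists had a GC content.

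Other alternatives set in advance were a pseudocount of 0.1, no filter on FPKM, the replicate number as a block, and leaving out each library in turn. Those added later were limma voom on fragments with at least 10 in 3 or more libraries, voom with at least 10 fragments in every library, voom on fragments thinned to the smallest total, scaling by median-of-ratios factors, scaling by the upper quartile, and limma's treat test of a change beyond 2-fold. The 10 splits of the 6 libraries into 3 and 3 were fitted in the same way as the real groups. For single genes, exact permutation tests in scipy 1.17.1 were two-sided, and 0.10 is the smallest p they can give.

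The tests were tested on simulated data before use. Fragments were drawn for the real genes from the means and totals of the libraries, with a dispersion of 0.003. In these data, 200 genes of at least 5 FPKM were changed by 2.5-fold or 4-fold. The recovery therefore says nothing of genes of low FPKM or of changes nearer to 2-fold. limma on log2(FPKM + 1) called 195 of the 200 changed genes and 4 unchanged genes among 14431 tested, and voom called all 199 changed genes that passed its filter and 2 unchanged genes among 15040 tested. In a simulated trend with GC content over 14298 genes, the loess step took the correlation with GC content from 0.84 to -0.03. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.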

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

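The tests of the NRF2, p53 and S phase lists, together with the test on cycling cells, were chosen only after their results had been seen. For the ER chaperone list the rise itself had been seen, and both scalings were added after that, but what each test would show was written down before that test was run. Choices of lists, settings and thresholds other than the additions named as such were made before the data were examined.

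ER chaperone genes are not discussed in the paper, and their list stood apart in PD. All 15 genes of the list were higher in PD with an adjusted p of at most 0.05 from limma, both over all genes tested and adjusted over the list alone. The median log2 fold change was 0.79 (camera, adjusted p = 2.6e-08 over 11 lists), and the list's median was higher in each of the 3 PD libraries than in any DMSO library. The 3 largest changes were those of MANF (1.31), SDF2L1 (1.24) and CALR (1.16), and the study's own Table S4 holds 5 of the 15 genes; exons of CALR overlap an antisense gene, so its value is less certain. After removal of the trend with GC content and exon length the median was 0.78, and under the smaller of the 2 other scalings it was 0.75, so neither a composition trend nor the scaling is the whole cause of the rise. A few abundant genes taking counts from the rest in DMSO would also raise other genes in PD, but the share of fragments in the 10 most abundant genes was 0.429 percentage points higher in PD. Over the 17 alternatives run, the median stayed between 0.46 and 0.84 and the adjusted p between 1.4e-13 and 0.034, the largest being that with an estimated correlation. A response of the ER to PD may underlie the rise, which is a hypothesis found and tested on the same libraries. Reads shared with pseudogenes were not tested.

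NRF2 target genes, also not discussed in the paper as a group, had a median log2 fold change of 0.35 (camera, adjusted p = 0.0075). Of the 14 genes tested, 11 were higher and 2 lower at an adjusted p of at most 0.05 from limma, with the same counts when adjusted over the list alone; the lower genes were TXNRD1 (-0.35) and ABCC2 (-0.21). All 3 PD libraries had a higher median than any DMSO library. HMOX1 (1.51), OSGIN1 (1.38) and FTL (0.98) changed most; exons of OSGIN1 overlap those of MLYCD and FTL has annotated pseudogenes with which it could share reads, 2 of the 14 genes are in Table S4, and 1 is in another of the lists. The median was 0.35 after removal of the GC content and exon length trend and 0.31 under the smaller of the 2 scalings. The list passed the threshold under fry and lost it with an estimated correlation (adjusted p = 0.10, with a range of 3.8e-05 to 0.10 over the 17 alternatives). The rise is therefore less certain than that of the ER chaperones, and an oxidative stress response to PD may be one reading of it that was not tested.

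p53 target genes had a median log2 fold change of 0.35 (camera, adjusted p = 0.0098), and the paper does not discuss them as a group. Of the 20 genes tested, 14 were higher and 3 lower at an adjusted p of at most 0.05 from limma, against 14 higher and 4 lower when adjusted over the list alone, and the median was higher in all 3 PD libraries than in any DMSO library. CDKN1A (1.13), TP53I3 (1.10) and FDXR (1.03) changed most and are the 3 genes of the list in Table S4; 1 gene of the list is in another list. The median was 0.26 after removal of the composition trend and 0.31 under the smaller of the 2 scalings, which argues against both as the whole cause. The list was no longer past the threshold without the members in Table S4 (adjusted p = 0.070) or with an estimated correlation (adjusted p = 0.27), within a range of 3.1e-04 to 0.27 over the 17 alternatives. The lower genes were FAS (-0.36), DDB2 (-0.24) and MDM2 (-0.24), so the list does not show a general activation of p53, and its values do not separate p53 from other routes to CDKN1A. Exons of CDKN1A, TP53I3, FAS and MDM2 overlap other annotated genes, so their values are less certain.

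S phase genes had a median log2 fold change of 0.16 (camera, adjusted p = 0.033), while genes of the G2/M phase fell. Of 43 genes, 23 were higher and 12 lower at an adjusted p of at most 0.05 from limma, both over all genes and adjusted over the list alone, and the median was higher in each of the 3 PD libraries than in any DMSO library. CDC6 (1.15) and BLM (0.90) were among the genes that changed most, with exons of BLM overlapping an antisense gene, and 2 of the 43 genes are in Table S4. The median was 0.15 after removal of the composition trend and 0.12 under the smaller of the 2 scalings. A smaller share of cycling cells alone would lower S phase and G2/M genes together, but the lowest S phase gene had a log2 fold change of -0.33, above the G2/M median of -0.50. The list lost the threshold without members in Table S4 (adjusted p = 0.070) and with an estimated correlation (adjusted p = 0.21), within a range of 7.1e-05 to 0.21 over the 17 alternatives, and its members went both ways, so the rise itself is uncertain. A shift in the distribution of cells over the cycle may explain why S phase and G2/M genes parted, which sequencing alone cannot show. Replication-dependent histone genes fell, however, with a median log2 fold change of -0.50. Of 37 tested, 23 were lower and none higher at an adjusted p of at most 0.05 from limma. A larger share of cells in S phase alone would not lower them, but poly(A) selection captures only part of their transcripts.

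In the real split of the 6 libraries, 9 of the 11 lists passed the threshold, and 1 of the 10 splits into 3 and 3, the real one, gave as many. The other 9 splits gave 5 to 8 lists each, but each of them sets 2 libraries of PD and 1 of DMSO against the reverse and so keeps part of the difference between the treatments. With 10 splits the share of splits as large as the real one is never under 0.1, so this count alone does not decide on chance in the grouping of the libraries.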

How the results depend on the processing

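The voom settings, both scalings, the treat test and the comparison of the DEGs with the spread between replicates were tests chosen only after the main results had been seen. In all, 12 alternatives were set in advance and 6 were added. Alternatives planned for counts (DESeq2, edgeR with its other normalizations, filters on counts, thinned counts and glmTreat) were not run as written, because the table holds FPKM.

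The counts of DEGs depended on the pseudocount, the use of fragments and the form of the fold change threshold. Against 520 total DEGs (294 upregulated DEGs and 226 downregulated DEGs) there were 1248 (698 and 550) with a pseudocount of 0.1, 1735 (1012 and 723) with voom on fragments, 1147 (742 and 405) with voom on genes with at least 10 fragments in every library, 1695 (1002 and 693) with voom on thinned fragments, and 101 (68 and 33) with treat. Of the 520 DEGs, 515 were also called with the pseudocount of 0.1 and 462 with voom on fragments. The pseudocount shrinks fold changes of low genes by construction, and the treat test asks for more than the 2-fold filter. For Table S5 genes called, against 72, the counts were 179, 257, 172, 247 and 16 in the same order, and for Table S6 genes called, against 22, they were 46, 65, 47, 64 and 7. The share of upregulated DEGs was 56.5%, and it was 52.0% with median-of-ratios scaling, 50.1% with upper quartile scaling and 67.3% with treat. Neither scaling moved the median log2 fold change of all genes by over 0.1, from 0.01 to -0.02 for both. Without the filter on FPKM there were 497 DEGs. Leaving out each library in turn gave 511 to 561 DEGs, 66 to 71 genes of Table S5 and 18 to 23 genes of Table S6.

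The real split was the only one of the 10 splits of the 6 libraries with as many total DEGs (1 of 10), upregulated DEGs (1 of 10) or downregulated DEGs (1 of 10); the others gave at most 1 DEG. Since 10 splits cannot give a share under 0.1, this count alone does not decide on chance in the grouping. The spread between replicates as the source of the DEGs is argued against by the fragments, whose chi-square statistic per gene was at least 52.5 between a PD and a DMSO library and at most 3.78 between replicates. A difference in the handling of the dishes that ran along with the treatment was not tested.

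The 5 spindle midzone genes were lower in PD under every alternative run, and all had an adjusted p of at most 0.0012 from limma under each except treat. AURKA and PLK1 passed the treat test, whereas CENPE log2 fold change (-0.90), KIF14 log2 fold change (-1.004) and KIF18A log2 fold change (-0.87) did not, with adjusted p of 1.00 for all 3, as a change near 2-fold cannot be shown to exceed 2-fold. Left-out libraries gave log2 fold changes of -1.40 to -1.31 for AURKA, -0.95 to -0.81 for CENPE, -1.06 to -0.96 for KIF14, -0.94 to -0.82 for KIF18A and -1.52 to -1.47 for PLK1.

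Among the gene lists, the ER chaperone, cholesterol synthesis and histone lists passed the threshold in every alternative run. With an estimated correlation, the lists of G2/M genes (median log2 fold change -0.50, adjusted p = 0.10), hypoxia (-0.21, 0.14), lysosome (0.76, 0.082), NRF2 targets (0.35, 0.10), p53 targets (0.35, 0.27) and S phase (0.16, 0.21) lost it. The p53 list (0.32) and the S phase list (0.12) also lost it without members in Table S4. The ATF4 list passed it under fry (0.13) and without the filter on FPKM (0.13), and the hepatocyte list passed it under fry (0.0160). After removal of the trend with GC content and exon length, the hepatocyte list also passed it, with the opposite sign (-0.14, preranked camera, adjusted p = 0.0090). That step also changed the test statistic, so the crossing cannot be put down to the trend alone. The hypoxia list had values of -0.23 to -0.20 over the 6 fits that each left out a library, and was past the threshold except without DMSO replicate 1 (adjusted p = 0.058) and without PD replicate 1 (adjusted p = 0.055). The hepatocyte list, with 3 tested genes and a median of 0.0160, changed sign without the filter (-0.00383), with voom on genes with at least 10 fragments in every library (-0.51), with voom on thinned fragments (-0.0322), with median-of-ratios scaling (-0.000107) and with upper quartile scaling (-0.00541), and lay between -0.00364, without PD replicate 3, and 0.0490 over the fits that left out a library. Apart from the causes named above, the cause was not tested.

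The other results, 82 single genes and counts of pathway members, had 221 changes over all alternatives, of which 195 were counts that moved by over 1.5 times and 26 were genes no longer past the threshold with treat; none changed direction. A library decided 1 of these counts, negative regulation of axon extension, which had 3 genes called and 5 without DMSO replicate 3.

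Replicate numbers did not pair the samples, since the deviations of libraries with the same number correlated by -0.03, 0.00 and 0.09. With the replicate block, 518 DEGs were called and no result changed its side of the threshold. Depth limits what can be said of genes of low FPKM, and 505 of the 1679 genes of Table S4 lie under 0.5 FPKM.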

Differences from the paper's values

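No test in this part was chosen after the result was seen, apart from the settings named so. The paper reports 1679 DEGs, 960 upregulated and 719 downregulated, against 520, 294 and 226 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 1248, 698 and 550, within 1.5 times the paper's numbers, while no filter on FPKM, the replicate block and the fits that left out a library did not come within 1.5 times. Voom on fragments (1735, 1012 and 723), voom on thinned fragments (1695, 1002 and 693) and voom on genes with at least 10 fragments in every library (1147 in all), which were chosen after seeing the values, also came within 1.5 times the total.

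The paper's 305 genes of Table S5 and 72 genes of Table S6 are all DEGs in the paper, whereas 72 and 22 of them were called here. By direction, 59 genes lower in PD were called against the paper's 242, and 13 genes higher in PD against its 63. None of the alternatives set before the data were examined closed these gaps; the nearest was a pseudocount of 0.1, with 179 genes of Table S5 (144 lower and 35 higher) and 46 of Table S6. Voom on fragments called 257 (201 lower and 56 higher) and 65, and voom on thinned fragments called 247 and 64, both chosen after seeing the values. In the text of the paper the 242 genes are given as upregulated and the 63 as downregulated in PD-treated cells, while Table S5, Fig. 5C and the deposited FPKM have 242 lower and 63 higher in PD.

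For the 5 spindle midzone genes, the paper gives p-values from 6.3e-25 to 1.4e-21, and the p-values here ran from 1.4e-09 to 2.1e-05. None of the alternatives set before the data were examined reached the paper's range. The paper's Table S4 lists p = 6.3e-150 for PLK1 and, for KIF18A, p = 8.4e-23 with an FDR of 1.4e-21. The paper's log2 fold changes in Table S4 are -1.15 for CENPE, -1.17 for KIF14, -1.06 for KIF18A and -1.62 for PLK1, against -0.90, -1.004, -0.87 and -1.50 here. With a pseudocount of 0.1, set before the data were examined, they were -1.11, -1.13, -1.02 and -1.59, within the replicate spread of the paper's values. For KIF18A the fit without PD replicate 1 (-0.94) was within it too, and none of the other alternatives set before the data were examined was, for any of the 4 genes. Voom on fragments gave -1.13, -1.15, -1.04 and -1.60, chosen after seeing the values. CENPE and KIF18A are DEGs in the paper and were not called here, but were called with the pseudocount of 0.1 and with the 3 voom settings.

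Fig. 6A shows CENPE at about 52 FPKM in DMSO and about 20 FPKM in PD, and AURKA at about 5.6 and about 2.4 FPKM, read by eye. The deposited values were 5.61 and 2.56 FPKM for CENPE and 51.8 and 19.7 FPKM for AURKA. No alternative set before the data were examined applies to a mean FPKM. Table S7 of the paper gives the deposited values for both genes.

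The paper's text describes the p-values of its KEGG terms as adjusted by the Bonferroni correction; the adjusted values in Table S1 follow the Benjamini-Hochberg method.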

Other observations

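The tests of explanations for the hepatocyte values and of the share of cells in G2/M were chosen only after the results had been seen. The camera tests of the gene lists were fixed in advance. For the other checks in this part, the patterns had been seen and both scalings were added after that. What each of these checks would show was written down before it was run.

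Of the 20 hepatocyte genes listed in advance, 12 were analysed and 8 were not analysed here. Only 2 reached 1 FPKM in any library, CPS1 with 222 to 228 FPKM in DMSO and 106 to 111 in PD, and RBP4 with 1.06 to 1.73 FPKM in PD. The largest value of the other 10 genes was 0.910 FPKM, that of VTN, and SERPINA1, APOA1, FGA, FGG, TF, AMBP, ITIH2, F2 and HPX had means under 0.5 FPKM in all, 9 of 12 genes. Exons of VTN, APOA1 and TF overlap other annotated genes. A loss under PD is argued against, since no more than 1 gene of the list, CPS1, reached 1 FPKM in a DMSO library. A shift of identifiers against values is argued against by the 12772 genes whose values give whole fragments at the exon length annotated for their own identifier. Reads missing from the table stay open for the 8 genes not analysed, since up to 0.251% of a library total lay outside the genes analysed. This share is small but leaves room for several abundant genes. It cannot hold fragments counted on the 12 analysed genes, which have values of their own. Cells that do not express hepatocyte genes, which could be another culture or labels that differ from the cells, would give 2 of the 12 genes at 1 FPKM, and a HepG2 culture that lost hepatocyte expression would give the same 9 genes under 0.5 FPKM. These readings cannot be told apart here, because no reference library of HepG2 was used, and none of the values names another cell line. HepG2 cultures are generally described as making many of these plasma proteins, so the doubt extends to every result given here for these libraries, which are called HepG2 after their labels.

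Genes of the G2/M phase fell as a group. Of the paper's 5 spindle midzone genes, the list holds AURKA and CENPE but not PLK1, KIF14 or KIF18A. Of 54 genes, 44 were lower and 3 (TUBB4B, CBX5 and AURKB) higher at an adjusted p of at most 0.05 from limma, against 47 lower and 3 higher when adjusted over the list alone. The median log2 fold change was -0.50 (camera, adjusted p = 2.8e-12), and it was lower in all 3 PD libraries than in any DMSO library. With an estimated correlation the list was no longer past the threshold (camera, adjusted p = 0.10). Within the list, AURKA (-1.35), ECT2 (-1.20) and ANP32E (-1.09) fell most, and 9 of the 54 genes are in Table S4. Exons of TUBB4B and CBX5 overlap other annotated genes, so their values are less certain. The median was -0.51 after removal of the trend with GC content and exon length and -0.54 under the scaling that moved it least from 0, which argues against both as the cause. A smaller share of cells in G2/M under PD would lower these genes together, but the fall of 44 genes is the observation that raised this reading and does not test it. It cannot be told apart from an effect on the genes themselves, because cell cycle distributions were not analysed here.

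The remaining lists, whose subjects the paper discusses in part, gave these values. Cholesterol synthesis had a median log2 fold change of 0.63 (camera, adjusted p = 5.0e-09), with 22 of 23 genes higher and INSIG1 (1.63), FDFT1 (1.36) and DHCR7 (1.14) changed most. Lysosome genes had a median of 0.76 (adjusted p = 3.4e-09), with 20 of 22 higher, and NPC2 (1.51) and NEU1 (1.32) were among those that changed most. Histone genes had a median of -0.50 (adjusted p = 2.5e-06), with 23 of 37 lower and none higher; H3C13 (-1.32) and H2BC21 (-1.11) were among those that changed most, and near-identical copies make single histone genes uncertain. Hypoxia genes had a median of -0.21 (adjusted p = 0.041), with 7 lower and 3 higher of 13, and LDHA (-0.64), NDRG1 (-0.50) and PGK1 (-0.41) changed most. ATF4 targets (0.13, adjusted p = 0.17) and the 3 tested hepatocyte genes (0.02, adjusted p = 0.53) were not past the threshold. After removal of the trend with GC content and exon length, the hepatocyte genes were past it with the opposite sign (-0.14, preranked camera, adjusted p = 0.0090). The test statistic differed there too, so the removed trend is not shown to be the reason. When adjusted over the list alone, 22 cholesterol synthesis and 20 lysosome genes were higher, 24 histone genes were lower, and 4 hypoxia genes were higher and 7 lower. Table S4 holds 6 of the cholesterol synthesis, 8 of the lysosome, 11 of the histone, 0 of the hypoxia and 2 of the ATF4 genes. Exons of FDFT1, NPC2, NDRG1 and PGK1 overlap other annotated genes, so their single values are uncertain. All lists past the threshold passed it under fry too, and under an estimated correlation only the ER chaperone, cholesterol synthesis and histone lists did.

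lncRNA genes fell relative to protein-coding genes. The median log2 fold change was -0.17 for 1588 lncRNA genes and 0.06 for 11208 protein-coding genes. Protein-coding genes matched on mean FPKM, GC content and exon length had a median of -0.02, so that the difference from matched genes was -0.15. By library this difference was -0.16, -0.13 and -0.21 in the 3 PD libraries and 0.03, -0.02 and -0.02 in the 3 DMSO libraries. Abundance, GC content and exon length as the whole cause are argued against by these values, while RNA stability, RNA processing and reads of overlapping genes stay open and were not tested.

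Log2 fold change rose with GC content, from a median of -0.09 in genes of at most 40% GC to 0.12 in genes above 60%. Across genes, the log2 ratio of a PD library to a DMSO library had a rank correlation with GC content of 0.04 to 0.26, but that of DMSO replicates 2 and 3 had 0.38, so the trend may come from the GC bias of single libraries.

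ACTB, whose transcript the paper used to normalize its RT-qPCR, had 1108 ± 10.7 FPKM (SD, n = 3) in DMSO and 1304 ± 38.8 FPKM (SD, n = 3) in PD, a log2 fold change of 0.23 (adjusted p = 3.2e-04 from limma). Under the scaling that lowered it most it was 0.19, so the scaling between libraries does not account for the rise. Of other genes named in the paper, MYC fell by 0.95, CCND1 fell by 0.51 and BIRC5 fell by 0.39 on the log2 scale, whereas CTNNB1 (0.21) and AURKB (0.32) rose, each with an adjusted p of at most 0.05 from limma. Exons of MYC and CCND1 overlap genes on the opposite strand, so their values are less certain.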
